# Transcriptome Profiling of Sugarcane Roots in Response to Low Potassium Stress

**DOI:** 10.1371/journal.pone.0126306

**Published:** 2015-05-08

**Authors:** Qiaoying Zeng, Qiuping Ling, Lina Fan, Yu Li, Fei Hu, Jianwen Chen, Zhenrui Huang, Haihua Deng, Qiwei Li, Yongwen Qi

## Abstract

Sugarcane is the most important crop for supplying sugar. Due to its high biomass, sugarcane needs to absorb a large amount of potassium (K) throughout its lifecycle. In South China, a deficiency of K available in soil restricts the production of sugarcane. Increasing the tolerance of sugarcane to low-K will be an effective approach for improving survival of the crop in this area. However, there is little information regarding the mechanism of tolerance to low-K stress in sugarcane. In this study, a customized microarray was used to analyze the changes in the level of transcripts of sugarcane genes 8 h, 24 h and 72 h after exposure to low-K conditions. We identified a total of 4153 genes that were differentially expressed in at least one of the three time points. The number of genes responding to low-K stress at 72 h was almost 2-fold more than the numbers at 8 h and 24 h. Gene ontology (GO) analysis revealed that many genes involved in metabolic, developmental and biological regulatory processes displayed changes in the level of transcripts in response to low-K stress. Additionally, we detected differential expression of transcription factors, transporters, kinases, oxidative stress-related genes and genes in Ca+ and ethylene signaling pathways; these proteins might play crucial roles in improving the tolerance of sugarcane to low-K stress. The results of this study will help to better understand the molecular mechanisms of sugarcane tolerance to low-K.

## Introduction

Potassium (K) is one of the most important macronutrients for plants, playing vital functions in maintaining plasma membrane potential, ion homeostasis, enzyme activation, signal transduction, and many other physiological processes [1]. There are four forms of K in the soil: soluble K, exchangeable K, fixed K, and lattice K. However, plants can only take up soluble K from soil solutions. Generally, the concentration of K^+^ in soil solutions varies widely (from 0.1 to 6.0 mmol L^-1^) [2]. In many areas, the soil K^+^ concentration is extremely low, usually less than 0.3 mmol L^-1^ [3], and the growth of plants is inhibited by this deficiency. However, plants can initiate a series of physiological and molecular reactions to improve their tolerance to K deficiency. In recent years, a great deal of research has focused on the molecular mechanisms of K uptake, loading and transport in plants, and has demonstrated that genes in both high- and low-affinity K transport systems may be involved in K acquisition and homeostasis in plants under low-K conditions [2,4]. Many genes involved in high-affinity K transport, such as *AtKUP3* [5], *AtHAK5* [6,7], *HvHAK1* [8] and *OsHAK1* [9], are induced by low-K stress conditions, and K deficiency triggers the expression of K channel genes such as *TaAKT1* in wheat [10]. In addition, genes involved in K signal transduction, such as calcium signaling genes (CBL-CIPK complexes) [11], ethylene signaling genes [12] and transcription factors [13], are known to play important roles in improving the tolerance of plants to low-K. Transcriptomic analysis of the response of *Arabidopsis*, rice, soybean and wild barley to K deficiency has revealed that genes related to metabolism, ion transport, signal transduction and protein phosphorylation are altered in the level of transcripts [14–17].

Sugarcane (*Saccharum species* hybrid L.) is an important crop for the production of sugar. Due to its high biomass, it demands a large amount of nutrients for optimum productivity. Generally, 1.00–2.50 kg of K_2_O will be absorbed in the production of a ton of cane, and approximately 790 kg ha^-1^ potassium per year will be removed from soil by sugarcane [18,19]. Previous work has indicated that the number, height and sucrose content of millable stalks at harvest will decline under low-K conditions [20]. Indeed, the available K in soil is often deficient in most areas of South China, which is the primary region where sugarcane is cultivated. Enhancement of K uptake under low-K conditions will therefore benefit cane production. Genetically improving the uptake capacity of K from soil is an effective method to enhance the K use efficiency of plants [21]. However, few details are known regarding the molecular mechanisms underlying K absorption, transport and regulatory pathways related to K uptake in sugarcane under low-K stress conditions. Recently, high-throughput technologies have been widely used to analyze the gene expression patterns of plants under low nutrient stress [22,23]. Transcriptome profiling of rice, *Arabidopsis* and soybean in response to low-K stress has previously been initiated using microarray and transcriptome sequencing, and many genes that respond low-K stress have been identified. Knowledge about these genes will provide valuable information on the molecular mechanism of K absorption and transport under low-K stress [14,16,17]. Here, a customized array was used to detect changes in the level of transcripts of sugarcane genes under low-K conditions. Many genes encoding transporters, kinases and transcription factors were differentially expressed in response to low-K conditions. These results will provide clues regarding the molecular mechanisms by which sugarcane is able to cope with K deficiency.

## Materials and Methods

### Plant growth conditions and low-K-induced stress

All setts of sugarcane cultivar ROC22 were cut into single-bud setts and then sterilized with 5% carbendazim for 10 min. All single-bud setts were planted in quartz for germination. Seedlings with four leaves were hydroponically cultured in a greenhouse under natural lighting. The greenhouse was controlled to maintain a temperature of 30°C. The nutrient solution used was modified Magnavaca’s solution [24] containing 1.5 mM NH_4_NO_3_, 1 mM KCl, 1 mM CaCl_2_, 0.5 mM Mg(NO_3_)_2_, 0.155 mM MgCl_2_, 0.045 mM KH_2_PO_4_, 1.643 mM MgSO_4_, 11.8 μM MnCl_2_, 0.61 μM (NH_4_)_6_Mo_7_O_24_, 33 μM H_3_BO_3_, 3.06 μM ZnSO_4_, 0.8 μM CuSO_4_, 0.077 mM FeSO_4_, and 0.077 mM Na_2_ EDTA (pH = 6.0). Six seedlings were planted in 10 L plastic basins, and a total of nine basins were planted: three for measuring the K concentration in the plants and six for microarray and qRT-PCR analysis. The nutrient solution was replaced every week. After two weeks, all plants (with 8–10 adventitious roots) were transferred to a low-K nutrient solution containing 0.1 mM KCl.

### Determination of K content

The roots and shoots of three seedlings from three basins were separately collected at 0 h (Control), 8 h, 24 h, 72 h and 7 d after initiating low-K treatment. All plants were killed at 105°C and then dried in an oven at 75°C for 2 d. Dried shoots and roots were ground, and approximately 1-g samples were moist-ashed with H_2_SO_4_-H_2_O_2_. The concentration of K in each digest was measured using a flame photometer (Model 425, Sherwood Scientific Ltd, Cambridge, UK) [25]. The concentration of K in the roots and shoots was also calculated.

### RNA extraction and microarray hybridization

Three adventitious roots (approximately 10 cm from the root tip) from each of six seedlings in six independent basins were collected at 0 h (CK), 8 h, 24 h and 72 h after initiating low-K treatment. A total of 18 adventitious roots were collected at each time point and were mixed to create one sample. Samples from four time points were immediately frozen in liquid nitrogen and stored at -80°C until RNA extraction. Total RNA was extracted using TRIZOL Reagent (Life Technologies, Carlsbad, CA, US) following the manufacturer’s instructions, and RNA integrity number (RIN), a measure of RNA quality, was determined as using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, US). Total RNA was further purified with the RNeasy mini kit and RNase-Free DNaseSet (QIAGEN, GmBH, Germany). A customized sugarcane genome array ordered from Agilent Technologies was used in this study. The array contained 61,637 probes, which were designed by Shanghai Biotechnology Corporation according to sequences derived from transcriptome sequencing of sugarcane subjected to low-K, drought, salt and pathogenic stress (our previous unpublished research), as well as sugarcane genes deposited in GenBank (S1 Table, GPL19240 deposited in http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL19240). Total RNA was amplified and labeled with the One-Color Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, US) according to the manufacturer’s instructions. Labeled cRNA was purified with the RNeasy Mini Kit (QIAGEN, GmBH, Germany). Each slide was hybridized with 1.65 μg of Cy3-labeled cRNA using the Gene Expression Hybridization Kit (Agilent Technologies, Santa Clara, CA, US) in a Hybridization Oven (Agilent Technologies, Santa Clara, CA, US), according to the manufacturer’s instructions. After 17 h of hybridization, the slides were washed in staining dishes (Thermo Shandon, Waltham, MA, US) with the Gene Expression Wash Buffer Kit (Agilent Technologies, Santa Clara, CA, US), according to the manufacturer’s instructions. The slides were scanned with an Agilent Microarray Scanner (Agilent Technologies, Santa Clara, CA, US) with the following default settings: dye channel = green; scan resolution = 3μm, 20 bit. Data were extracted with Feature Extraction software 10.7 (Agilent Technologies, Santa Clara, CA, US). Raw data were normalized with the Quantile algorithm using Gene Spring Software 11.0 (Agilent Technologies, Santa Clara, CA, US).

### Data processing and analysis

First data with low raw signals (less than 2^7^) in all four arrays were filtered. Pair-wise comparisons were performed to assess changes in gene expression of 8 h vs. 0 h, 24 h vs. 0 h and 72 h vs. 0 h. A 2-fold change was used as the threshold for determining differentially expressed genes. A BLAST search was performed on sequences of differentially expressed genes against the nr database in NCBI. GO analysis was carried out according the sequences used for customizing the microarray and the web set found at http://www.geneontology.org (P<0.05). MeV 4.6.0 was used for hierarchical cluster analysis of differentially expressed genes.

### Quantitative real-time (qRT)-PCR analysis

The remaining adventitious roots of six seedlings used for the microarray analysis at each time point were collected separately. Three of the six samples at each time points were used for qRT-PCR to validate the microarray results. RNA was extracted with the EasyPure Plant RNA Kit (TransGen Biotech, China). First-strand cDNA was then synthesized using the PrimeScript Reagent Kit with gDNA Eraser (TaKaRa, Japan) from 1 μg of total RNA in a 20-μl reaction volume. Fifteen differentially expressed genes with different functions were selected to validate the microarray results. Primer Premier 5.0 software (Lynnon Corporation) was used to design gene-specific primers (S2 Table). The qRT-PCR was performed using 0.5 μl of cDNA in a 25-μl reaction volume with SYBR Premix ExTaq (TOYOBO, Japan) on an ABIPRISM 7500 Sequence Detection System (Applied Biosystems). The qRT-PCR program was as follows: 95°C (10 s) followed by 45 cycles of 95°C (5 s), 60°C (30 s), and 72°C (30 s). The products were further analyzed by a dissociation curve program at 95°C (15 s) ramping down to 60°C (1 min) followed by 95°C (15 s). In each qRT-PCR experiment, each gene was analyzed in triplicate with different cDNAs synthesized from three biological replicates. The genes with unimodal dissociation curve were selected for subsequent analysis. Relative fold changes in gene expression were calculated using the comparative ΔΔCt method [26], and GAPDH was used as an endogenous reference gene. For microarray validation, the 2^-ΔΔCt^ values were calculated for each gene in each sample and log_2_ transformed.

### Statistical analysis

Significant differences in the K concentration in shoots or roots at 0 h, 8 h, 24 h, 72 h and 7 d after initiating low-K stress were examined using the IBM SPSS statistical software package (version 19), followed by Duncan’s Multiple Range Test (DMRT). Differences with P<0.05 were considered significant.

## Results

### Effect of the K concentration on sugarcane shoots and roots

To investigate the effects of low-K stress on sugarcane, the K concentration in shoots and roots was measured 0 h, 8 h, 24 h, 72 h and 7 d after exposure to low-K conditions (Fig 1). The K content of sugarcane shoots decreased slightly after the initiation of low-K stress; however there were no differences between the 0 h time point and any of the other four time points (Fig 1A). Interestingly, a significant difference in the K concentration at five time points was detected in sugarcane roots (P<0.05). The K concentration in roots decreased rapidly after only 8 h of exposure to low-K stress. After that time point it decreased further, reaching statistical significance after 24 h (Fig 1B). These results revealed that the K concentration might decrease earlier in roots compared with shoots during K deficiency.

**Fig 1:**
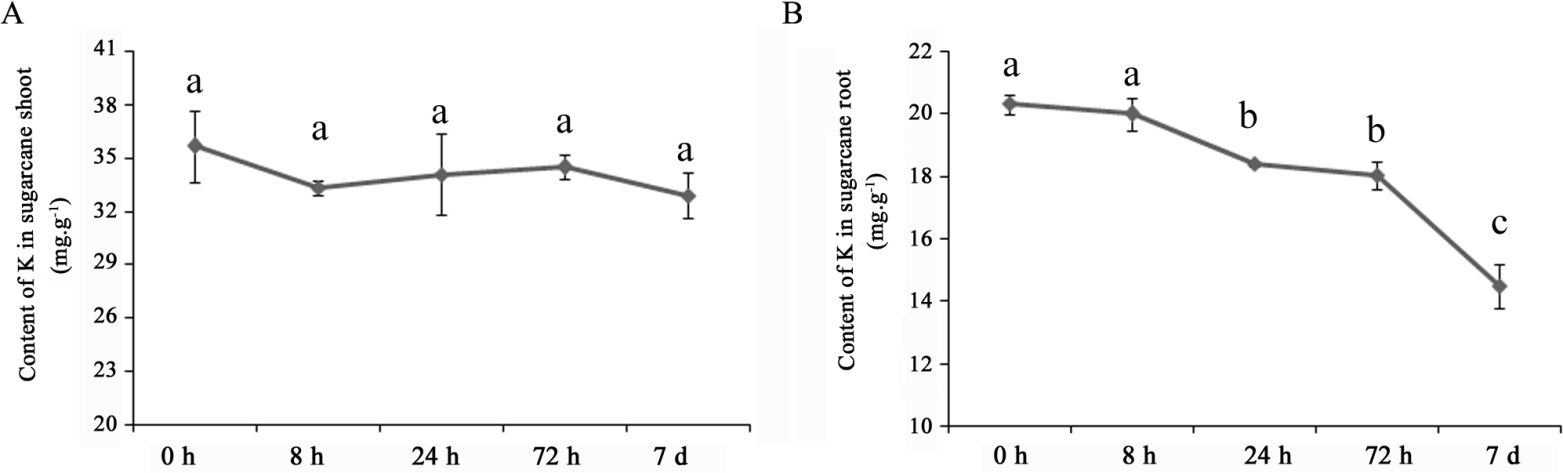
K concentration in sugarcane shoots and roots under low-K stress. The K concentration of sugarcane was measured after 0 h, 8 h, 24 h, 72 h and 7 d of low-K stress. A) The K concentration in shoots at 0 h, 8 h, 24 h,72 h and 7d; B) The K concentration in roots at 0 h, 8 h, 24 h,72 h and 7d. The different lowercase letters above the error bar (standard error) indicate significant differences (P<0.05) in the K concentration between 0 h and the other four time points (8 h, 24 h, 72 h and 7d); n = 3.

### Microarray analysis of genes that were differentially expressed under K deficiency

To determine the global transcriptome responses to K deficiency in sugarcane, a microarray containing 61,637 primers was customized according to sequences derived from transcriptome sequencing of sugarcane subjected to low-K, drought, salt and pathogenic stress, as well as sequences of sugarcane genes deposited in GenBank. The cDNAs synthesized from root RNA derived from samples obtained 0, 8, 24 and 72 h after the initiation of low-K treatment were hybridized to the customized microarrays. 

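The microarray experiment comprised 4 one-colour arrays, 1 for each of the time points 0, 8, 24 and 72 h after roots of the cultivar ROC22 were moved from 1 mM to 0.1 mM KCl. Each array was hybridized with 1.65 μg of Cy3-labeled cRNA from 1 pool of 18 adventitious roots, taken as 3 roots from each of 6 seedlings. The array carries 61637 sugarcane probes of 60 bases, each on 1 spot. The authors deposited the signal intensities that Feature Extraction wrote for every spot, already corrected for background and for trends across the array but not normalized between arrays. They also deposited log2 values normalized by the Quantile algorithm. For the values given here, the processed signal intensities were normalized by quantiles over the sugarcane probes and converted to log2. Spots with an outlier mark were left out, which applied to between 5 and 22 spots per array, and no spot was saturated. Probes were kept when the signal reached 128 on at least 1 array, and a change of at least 2-fold against 0 h was counted as differential expression. With 1 array per time point no difference has a replicate check, and neither an SD nor a p-value can be given. The number of arrays limits the precision of every value. The scanner software's own error for a spot gives an error of about 0.21 for the log2 change of a typical differentially expressed probe, which covers the spot and not the plants. All 101 probes that the paper names were well above background on all 4 arrays and passed the signal filter. Between 39567 probes at 72 h and 44790 probes at 0 h were well above background. Changes are written as log2 values against 0 h. Other ways of processing are mentioned beside a gene only where they move it across the 2-fold threshold. They are the scaling of each array to its 75th percentile, no normalization between arrays, the normexp background correction of the mean spot signal, and the deposited normalized values.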

Of the 61,637 spots on the array, 41.75% of the probes produced signals of up to 2^7^ in at least one of the four arrays and were used for further analysis. 

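A signal of at least 128, which is 2^7, was reached on at least 1 array by 25114 of the 61637 probes. This is 40.7%, with a 95% Wilson confidence interval of 40.4% to 41.1% that covers counting error only. On single arrays the signal was reached by 21935 probes at 0 h, 20113 at 8 h, 22068 at 24 h and 23868 at 72 h. On all 4 arrays it was reached by 19276 probes. The alternative that moved the share most was to keep every probe well above background on at least 1 array, which kept 76.5% of the probes. The median signal before normalization was 49.0 at 0 h, 39.0 at 8 h, 50.2 at 24 h and 59.6 at 72 h.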

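Among the 25114 probes kept by the signal filter, 92.7% changed by less than 2-fold at 8 h, 94.9% at 24 h and 84.9% at 72 h. The middle 95% of the changes lay between -1.49 and 0.95 at 8 h, between -1.13 and 0.90 at 24 h and between -1.73 and 1.71 at 72 h. The correlation of the normalized log2 signals with those at 0 h was 0.951 at 8 h, 0.963 at 24 h and 0.911 at 72 h. It was taken across probes, which are not independent replicates.

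**Figure D1:**
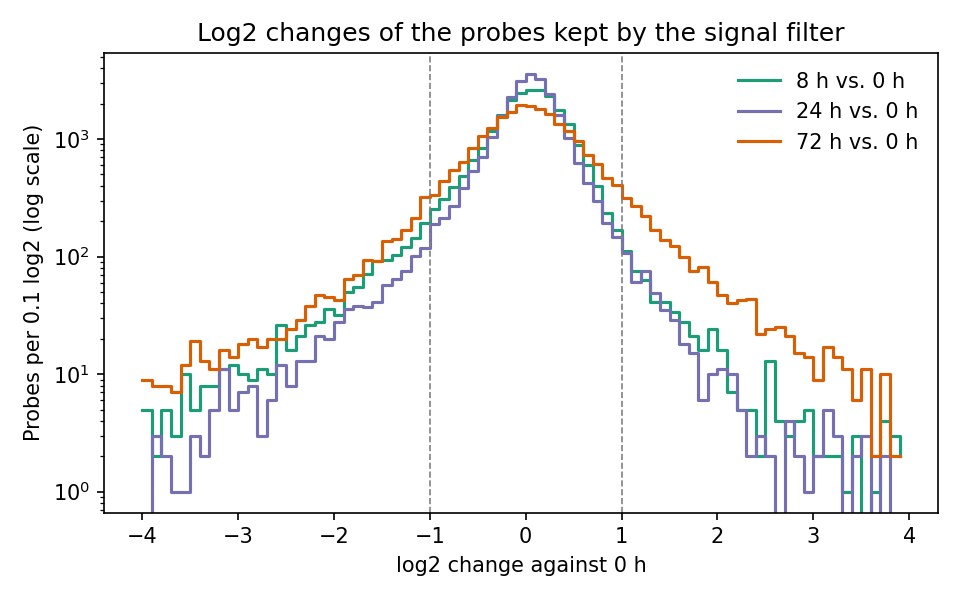
Number of probes (log scale) in each interval of 0.1 of the log2 change against 0 h, for 8 h, 24 h and 72 h, over the probes kept by the signal filter and between -4 and 4. Dashed lines mark the 2-fold threshold, and the 72 h curve is the widest, with 84.9% of its probes inside the threshold.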

A scatter plot of normalized signal intensities from 8 h vs. 0 h, 24 h vs. 0 h and 72 h vs. 0 h revealed that the expression of the vast majority of transcripts remained unchanged (Fig 2A). A fold change cut-off value of 2.0 was used to identify genes that were responsive to low-K stress. A total of 1545 genes at 8 h, 1053 genes at 24 h and 3155 genes at 72 h were identified as being differentially expressed during low-K treatment (S3 Table and Fig 2). 

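At 8 h, 551 probes were up-regulated and 1278 were down-regulated, 1829 in all. At 24 h the numbers were 490 and 779, with a sum of 1269. The 72 h array gave 1971 up-regulated and 1817 down-regulated probes, a sum of 3788. A change at 1 or more time points was found for 4965 probes. The alternative that moved these numbers most was to apply no signal filter, which gave 18879 probes at 1 or more time points. Of the differentially expressed probes, 73 at 8 h, 49 at 24 h and 97 at 72 h were not well above background on one of the compared arrays, so that their fold change is only a bound. The probes in what follows are the 3 largest rises and falls among the probes that are well above background on both arrays and have a description in the supplementary tables as they were read. The largest such rise at 8 h was that of CUST_46052 (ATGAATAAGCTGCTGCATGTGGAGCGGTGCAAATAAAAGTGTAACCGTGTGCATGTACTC), a hypothetical protein, with a log2 change of 9.17. It was followed by CUST_16692 with 4.85 and CUST_14569 with 4.73. The largest such falls at 8 h were those of CUST_43249 with -6.86, CUST_46420 with -6.62 and CUST_29729 with -5.79. CUST_29729 ended at a normalized log2 signal of 3.94, where the lowest value well above background was 3.53. At 24 h CUST_46052 still stood at 5.23, ahead of CUST_2215 with 4.56 and CUST_41998 with 4.43. CUST_2215 and CUST_41998 started at 0 h from normalized log2 signals of 3.51 and 3.28, where the lowest value well above background was 3.06. The largest such falls at this time point were those of CUST_332 and CUST_527, each with -4.90, and of CUST_4165 with -4.85. They ended at normalized log2 signals of 3.73, 3.77 and 3.68, where the lowest value well above background was 3.21. The size of changes this near the background is uncertain.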

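The number of differentially expressed probes at 72 h was 2.07 times that at 8 h and 2.99 times that at 24 h. Over the 26 alternatives that gave this first ratio, it ranged from 1.63 to 2.35. The root mean square of the log2 changes of all probes kept by the filter was 0.65 at 8 h, 0.56 at 24 h and 0.86 at 72 h. Among the described probes well above background on both arrays, the largest rises at 72 h were those of CUST_988 with 5.67, CUST_31986 with 4.83 and CUST_47087 with 4.71. Behind a pyruvate decarboxylase, the largest falls among these probes were those of CUST_18082 with -6.08 and CUST_8731 with -5.90. The rise of CUST_47087 started at 0 h from a normalized log2 signal of 3.31, where the lowest value well above background was 3.06.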

More genes responded to low-K stress at 72 h compared with 8 h and 24 h. Hierarchical cluster analysis showed that the expression pattern of genes at 24 h was similar to that at 72 h but different form that at 8 h (Fig 2B). This result suggested that genes that are differentially expressed at 8 h might be involved in short-term responses to K deficiency, while the long-term response to K deficiency was initiated after 24 h of exposure. 

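The clustering of the log2 changes was recomputed as distances between time points over 4963 differentially expressed probes measured on all 4 arrays. The root mean square difference was 1.13 between 8 h and 24 h, 1.74 between 8 h and 72 h and 1.37 between 24 h and 72 h. By this Euclidean distance 24 h lay closer to 8 h than to 72 h, and the distance of 24 h to 72 h was 1.21 times that of 8 h to 24 h. With 1 minus the Pearson correlation as the distance, the ratio was 0.876, and 24 h lay closer to 72 h. With the Spearman correlation it was 0.748. The paper's text does not name the distance that was used. Across all probes kept by the filter the changes at 24 h and 72 h correlated with r = 0.565, those at 8 h and 24 h with 0.520 and those at 8 h and 72 h with 0.303. All changes share the 0 h array, and simulated unchanged probes with scanner error alone gave 0.490, 0.486 and 0.475 for the same pairs (medians of 100 simulations). Noise of similar size on every array gives such values whatever its size, so they do not show how much of the observed correlation is noise. The probes are not independent replicates. From the clustering, the paper proposes that genes changed at 8 h take part in a short-term response and that a long-term response begins after 24 h.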

All of the low-K-responsive genes are presented in S4–S9 Tables.

**Fig 2:**
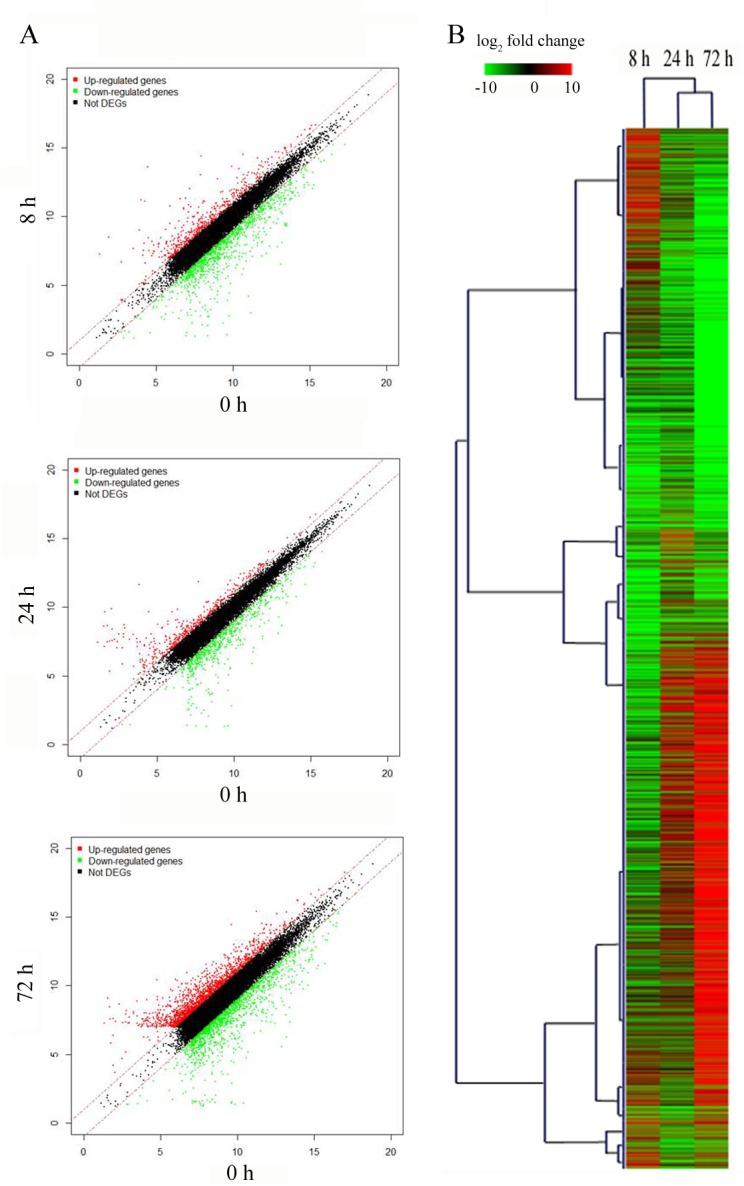
Gene expression detected by microarray after different periods of low-K stress. **A)** Scatter plots of the normalized signal intensities of approximately 21516 genes on the microarray. Log_2_ intensities for each spot on the microarray are plotted on the x and y axes with signals from root tips stressed for 0 h and 8 h, 0 h and 24, and 0 h and 72 h. The diagonal lines represent fold change cutoffs of 2. The red spots represent up-regulated genes and the green spots indicate down-regulated genes. **B)** Hierarchical cluster analysis of genes which were responsive to low-K stress. Genes are displayed using different colors, and relative expression levels are illustrated by a color gradient from low (green) to high (red).

A Venn diagram was constructed to investigate the similarities and differences in gene expression changes at different time points. A total of 58 up-regulated genes and 297 down-regulated genes were found at all three time points (Fig 3). 

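Up-regulation at all 3 time points was found for 65 probes, and down-regulation at all 3 for 360. Since every comparison uses the same 0 h array, 25114 unchanged probes were simulated with the scanner error of their spots. They gave 3 probes up-regulated and 3 down-regulated at all 3 time points (medians of 100 simulations). A further 255 probes were up-regulated at 24 h and 72 h but not at 8 h, and 169 were down-regulated in this way. With no signal filter, 414 probes were up-regulated and 1092 down-regulated at all 3 time points.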

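Of the probes up-regulated at 72 h, 80.4% were not up-regulated at another time point (95% Wilson confidence interval 78.6% to 82.1%). The share was 72.1% (68.2% to 75.6%) at 8 h and 30.0% (26.1% to 34.2%) at 24 h. Of the down-regulated probes, 59.5% (57.3% to 61.8%) were found at 72 h only, 46.2% (43.5% to 49.0%) at 8 h only and 16.6% (14.1% to 19.3%) at 24 h only. Thus 70.0% of the up-regulated and 83.4% of the down-regulated probes at 24 h were also found at 8 h or 72 h. The intervals cover counting error only. Over 10 alternatives the share found at 72 h only ranged from 68.4% to 89.2% for the up-regulated and from 38.3% to 67.5% for the down-regulated probes. Without normalization the order of the down-regulated shares was reversed, with 38.3% found at 72 h only and 65.7% at 8 h only.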

A greater percentage of genes were differentially expressed only at 72 h (80.19% up-regulated genes and 60.07% down-regulated genes) compared with 8 h (72.73% and 46.27%) and 24 h (29.53% and 16.38%), whereas 70.47% and 83.69% of the genes that were up- and down-regulated at 24 h also displayed transcriptional changes at 8 h or 72 h (Fig 3).

**Fig 3:**
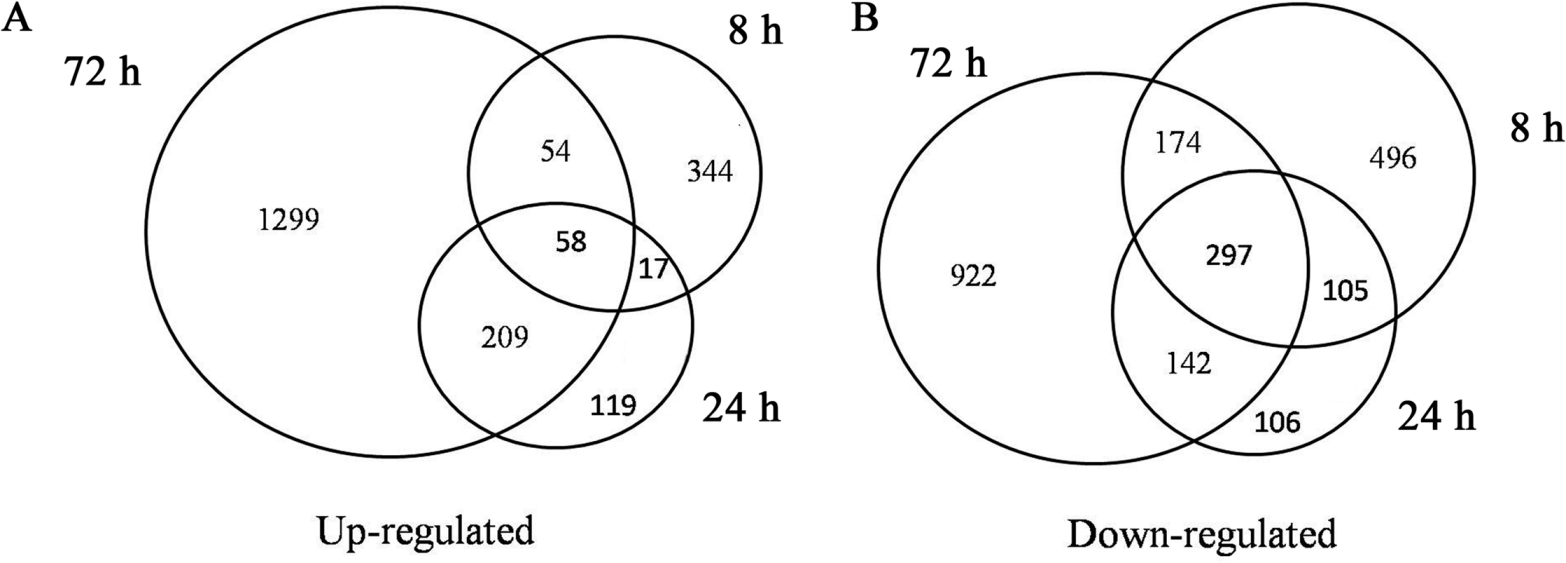
Venn diagrams of sugarcane genes showing changes in the level of transcripts in response to low-K stress. Venn diagrams of up-regulated (**A**) and down-regulated (**B**) genes at different times points after the initiation of low-K treatment. Genes that were up-regulated at at least at one time point (8 h, 24 h and 72 h) were selected for the analysis in (**A**). Genes that were down-regulated at at least one time point (8 h, 24 h and 72 h) were selected for the analysis in (**B**).

To confirm the validity of the microarray data, fifteen differentially expressed genes were selected, including four genes involved in transport, four genes involved in glycolysis and the citrate cycle, three genes involved in calcium signaling and transcriptional regulation, one gene involved in ethylene synthesis and three genes involved in oxidative stress. 

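On the arrays, 13 of the 15 probes passed the 2-fold threshold at 72 h, 7 of them up-regulated and 6 down-regulated. At 8 h 1 was up-regulated and 4 were down-regulated, and at 24 h 2 were up-regulated and 3 down-regulated. CUST_3735, described as unknown, had log2 changes of -0.12 at 8 h, 2.27 at 24 h and 4.23 at 72 h. The WRKY transcription factor CUST_5754 had 0.10, -1.93 and -3.53 at the same time points. CUST_59650, a hypothetical protein, rose by 2.81, 1.67 and 3.32. The 24 h change of CUST_59650 was 0.87 with the normexp background correction. Without normalization 9 of the 15 were down-regulated at 8 h and 4 at 72 h, and with normexp 9 passed the threshold at 72 h. The qRT-PCR values were not analysed here.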

The expression patterns of these genes were monitored at four time points by qRT-PCR. For most of the fifteen genes, the expression patterns showed somewhat similar trends; however there were slight differences (Fig 4). For example, pyruvate dehydrogenase 2 (CUST_25413) was up-regulated at 72 h based on microarray analysis; however, qRT-PCR analysis revealed that the expression patterns of this gene were similar at the three time points and the level of transcript did not notably increase at 72 h. Conversely, the expression of phosphoglycerate kinase (CUST_48571) did not increase at 8 h based on microarray analysis; however, it was obviously up-regulated based on qRT-PCR. 

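On the arrays, the log2 change of CUST_25413 was -0.34 at 8 h, 0.33 at 24 h and 1.64 at 72 h. The scanner error of the 72 h change was 0.20.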

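For CUST_48571 the arrays gave log2 changes of 0.09 at 8 h, 0.29 at 24 h and 1.40 at 72 h. With the normexp background correction the 72 h change was 0.82, below the 2-fold threshold.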

All the expression datasets have been deposited in the Gene Expression Omnibus (GSE61935) at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo/).

**Fig 4:**
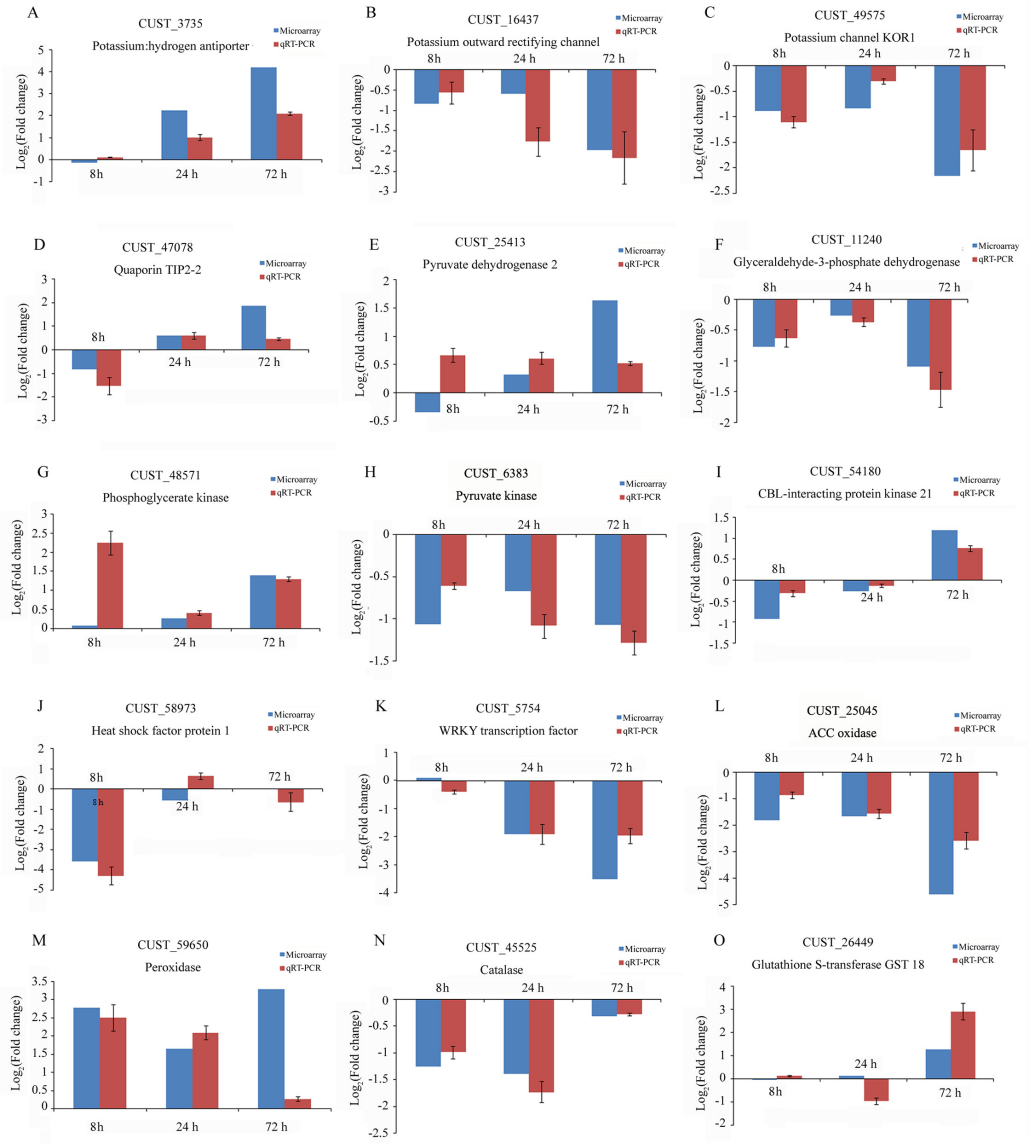
Quantitative real-time PCR confirmation of the transcriptomic profiles of selected genes. The log_2_(LK/CK) values derived from the microarray data of 15 genes were compared with those from qRT-PCR.

### Gene ontology analysis of genes that respond to low-K stress

Gene Ontology (GO) analysis was used to evaluate the potential function of genes that were differentially expressed under low-K stress. Although the number of low-K responsive genes differed among the three time points, the percentages of genes in the different functional categories were similar (Fig 5). Based on enrichment of genes binned by molecular function, we found that most genes were associated with catalytic activity, binding, transport and transcriptional regulation, accounting for approximately 90% of molecular function (Fig 5). Enrichment analysis of GO terms based on biological processes revealed that the genes involved in metabolic processes, cellular processes, response to stimulus, biological regulation and developmental processes were significantly enriched (Fig 5). In addition, the products of genes that responded to low-K stress were involved in diverse cellular components. Genes in the cell parts category were the most enriched (approximately 70%), followed by organelle genes s (approximately 40%) (Fig 5). However, the percentage of genes in each category was slightly different among the three time points. At 8 h, the percentage of differentially expressed genes in 20 categories (four molecular function categories, 12 biological process categories and four cellular component categories) was higher than that at 24 h or 72 h. The same result was not observed for genes in the other five categories (catalytic activity, growth, pigmentation, symplast and extracellular region).

**Fig 5:**
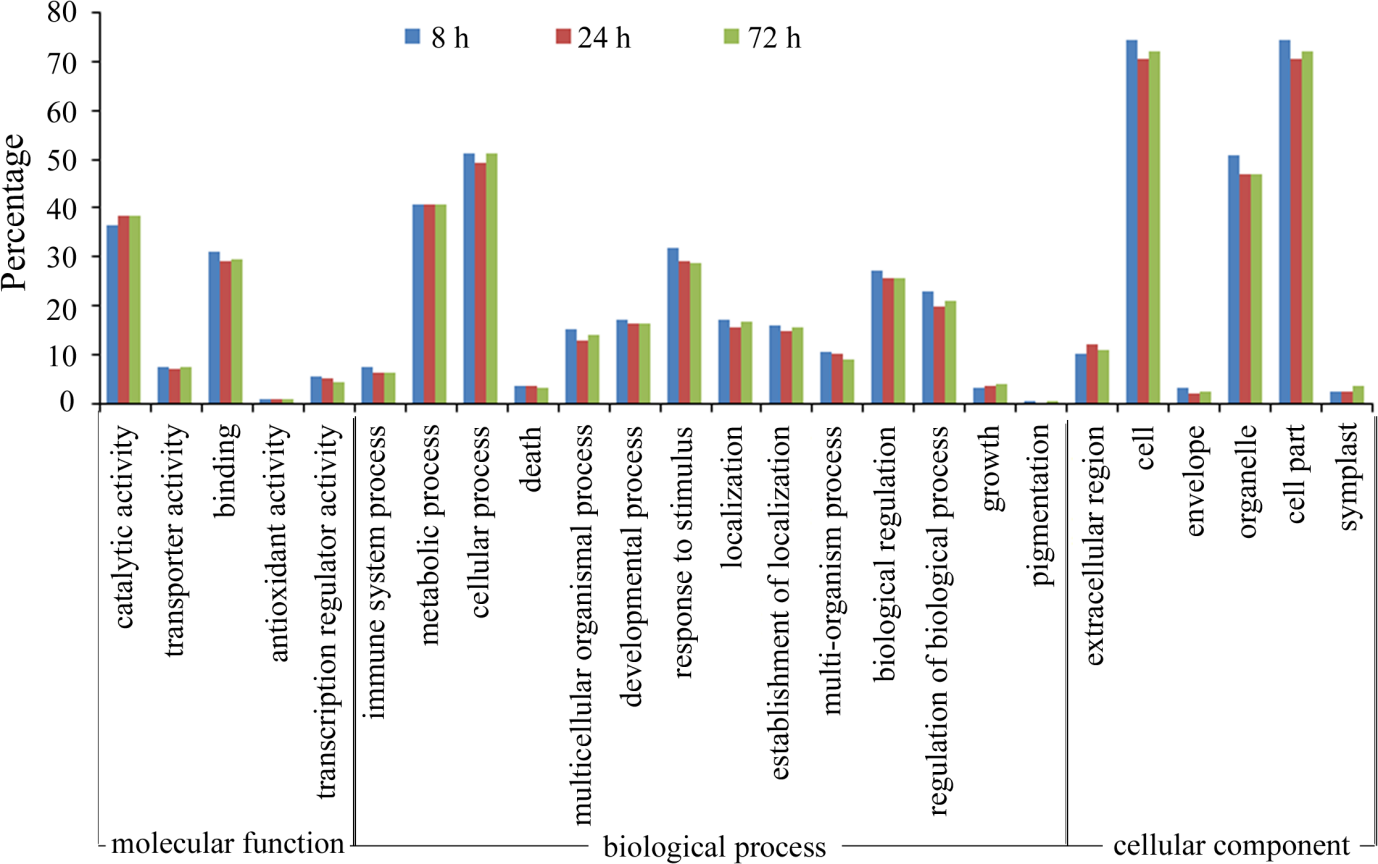
Distribution of the functional GO categories of sugarcane genes that were differentially expressed (P<0.05) after exposure to low-K stress for 8, 24 and 72 h.

### Metabolic genes

It is known that K ions are a cofactor for many metabolic enzymes [27]. Transcriptional changes in genes involved in metabolic processes were detected in this study. GO analysis of differentially expressed genes revealed that approximately 40% of the genes found were involved in metabolic processes. Of these, approximately 12% were related to nitrogen metabolism, 10% to phosphorus metabolism, 18% to carbohydrate metabolism and 15% to secondary metabolism, together accounting for approximately 55% of genes in the metabolic category (Fig 6). We observed that many genes involved in carbohydrate metabolism participated in glycolysis and the citrate (TCA) cycle (Fig 7 and S4 Table). However, the expression patterns of these genes varied. The expression of pyruvate kinase (CUST_6383) rapidly decreased at 8 h, while genes encoding pyruvate decarboxylase (CUST_15254, CUST_44992), 6-phosphofructokinase (CUST_47734), glyceraldehyde-3-phosphate dehydrogenase (CUST_11240), and alcohol dehydrogenase (CUST_5247, CUST_2997) were down-regulated under low-K stress, especially at 72 h. However, the transcription of phosphoglycerate kinase (CUST_48571), pyruvate dehydrogenase (CUST_25413) and NAD-dependent isocitrate dehydrogenase (CUST_53982) increased at 72 h. Therefore, differences in the expression patterns of genes involved in glycolysis and the citrate cycle could disrupt energy production.

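Of the 12 probes for glycolysis and the citrate cycle that the paper names, 5 were down-regulated at 8 h, 2 at 24 h and 7 at 72 h. Pyruvate kinase (CUST_6383) had log2 changes of -1.08 at 8 h, -0.69 at 24 h and -1.08 at 72 h. Its 8 h change was -0.97 with the 75th percentile scaling and -0.91 with the normexp background correction, both short of 2-fold. Its 72 h change was also short of 2-fold with these and without normalization. The pyruvate decarboxylase CUST_15254 changed by -5.14, -4.85 and -7.38, and CUST_44992 by -1.01, -0.59 and -1.87. At 8 h CUST_44992 lay at -0.98 with the 75th percentile scaling, -0.93 with normexp and -0.99 in the deposited normalized values. For 6-phosphofructokinase (CUST_47734) the changes were -0.63, -1.74 and -1.70. Glyceraldehyde-3-phosphate dehydrogenase (CUST_11240) fell by 0.74, 0.26 and 1.12. Without normalization its 8 h change was -1.01 and its 72 h change -0.83, and with normexp the latter was -0.95. The alcohol dehydrogenase CUST_5247 changed by -2.27 at 8 h, -0.54 at 24 h and -2.10 at 72 h. CUST_2997, also an alcohol dehydrogenase, changed by -3.01, -0.70 and -2.12. At 72 h 2 other alcohol dehydrogenases rose, CUST_7632 by 1.16 and CUST_45329 by 1.56. The 8 h change of CUST_45329 was -0.73, and -1.03 without normalization. Of the 12 probes, 7 were down-regulated at 8 h without normalization and 3 with normexp.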

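The normalized log2 signal of phosphoglycerate kinase was 11.69 at 0 h and 13.09 at 72 h. That of pyruvate dehydrogenase was 9.05 and 10.69. NAD-dependent isocitrate dehydrogenase (CUST_53982) stood at 7.18 at 0 h and changed by 0.26 at 8 h, 0.13 at 24 h and 1.11 at 72 h.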

**Fig 6:**
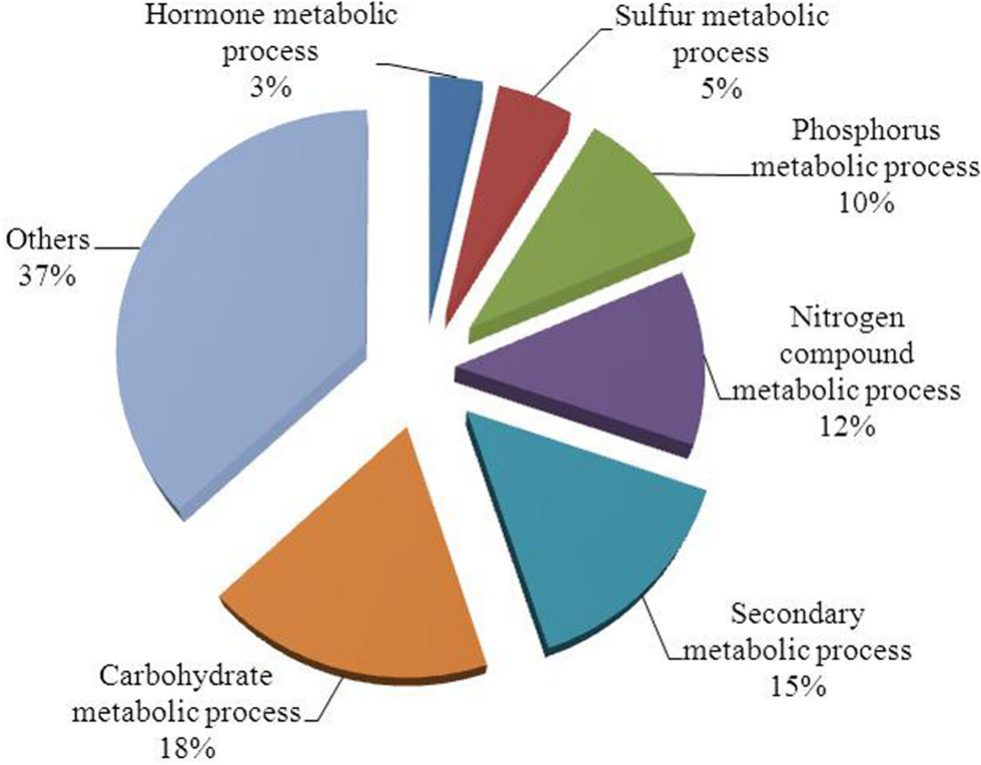
Functional classification of metabolic gene responses to low-K stress.

**Fig 7:**
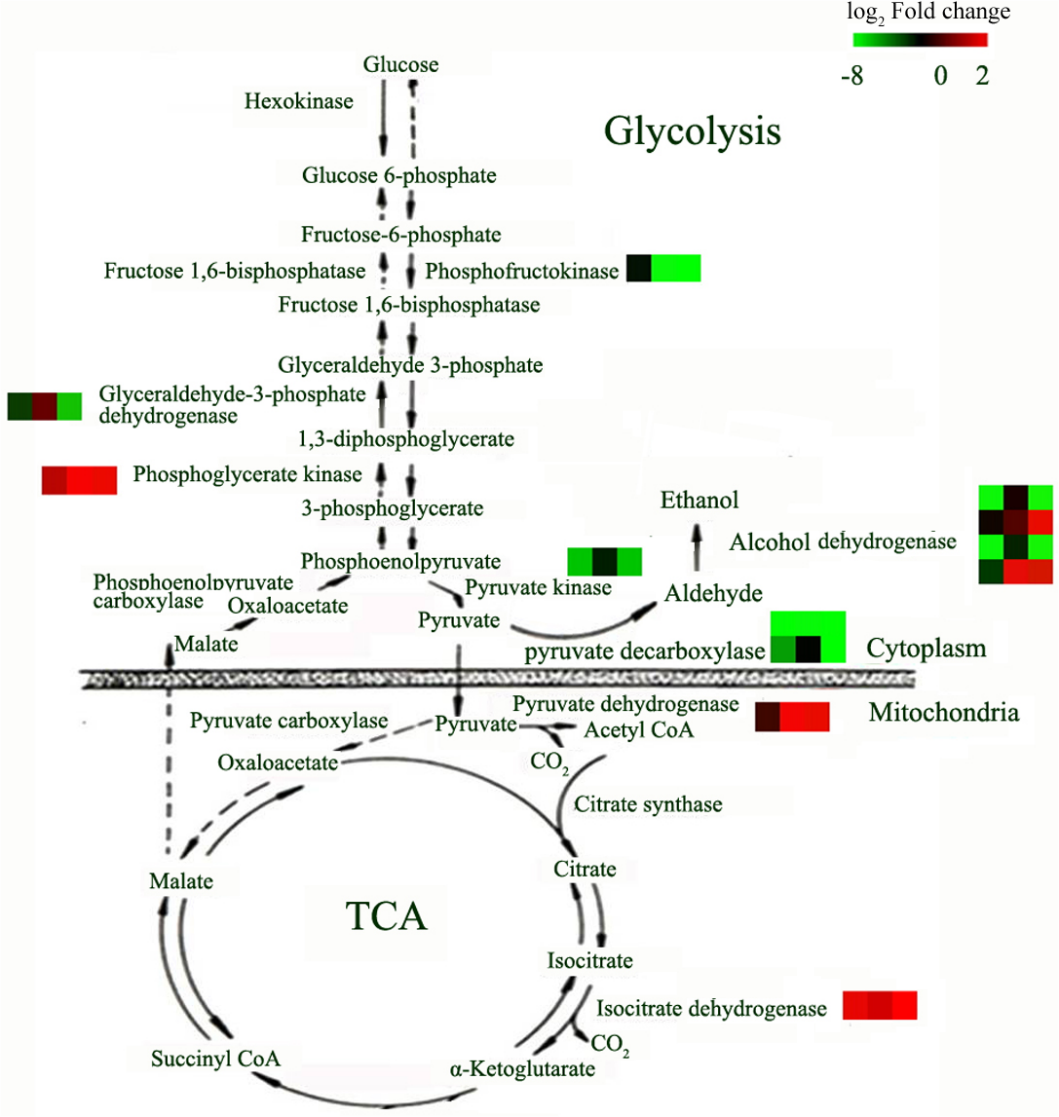
Genes involved in glycolysis and the TCA cycle that displayed altered expression in sugarcane under low-K stress. The relative expression levels at 8 h, 24 h and 72 h are shown adjacent to a color gradient from low (green) to high (red). The probes for the differentially expressed genes were CUST_47734 (phosphofructokinase), CUST_11240 (glyceraldehydes-3-phosphate dehydrogenase), CUST_48571 (phosphoglycerate kinase), CUST_6383 (pyruvate kinase), CUST_15254, CUST_44992 (pyruvate decarboxylase), CUST_5247, CUST_7632, CUST_2997, CUST_45329 (alcohol dehydrogenase), CUST_25413 (pyruvate dehydrogenase), and CUST_53982 (isocitrate dehydrogenase).

Meanwhile, some genes involved in the metabolism of cell wall components, such as cellulose synthase (CUST_40582, CUST_11102, CUST_9367, CUST_14077) and glycosyltransferase (CUST_14014, CUST_45535), were up-regulated at 72 h (S4 Table). In addition, genes involved in the metabolism of soluble acids, such as sucrose synthase (CUST_44128, CUST_42367, CUST_27228) and soluble acid invertase (CUST_59812), were up-regulated at both 24 h and 72 h (S4 Table).

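All 6 probes passed the 2-fold threshold at 72 h. The log2 changes of the cellulose synthases were 1.25 for CUST_40582, 1.59 for CUST_11102, 1.12 for CUST_9367 and 1.89 for CUST_14077. The glycosyltransferases CUST_14014 and CUST_45535 rose by 2.10 and 1.55. CUST_40582 and CUST_9367 passed the threshold at 24 h too, with 3.15 and 1.06. At 8 h the changes of the 6 probes lay between -0.38 and 0.06. With the normexp background correction, CUST_40582, CUST_9367 and CUST_14077 were short of 2-fold at 72 h, with 0.47, 0.64 and 0.96, as was CUST_9367 at 24 h, with 0.78.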

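At 72 h the log2 changes were 3.39 for CUST_44128, 1.87 for CUST_42367 and 3.79 for CUST_27228, the sucrose synthases, and 3.14 for the invertase CUST_59812. At 24 h they were 1.21, 0.15, 1.34 and 1.03 in the same order, so that CUST_42367 did not pass the 2-fold threshold. With normexp the 24 h changes of CUST_44128, CUST_27228 and CUST_59812 were 0.53, 0.36 and 0.61.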

In our datasets, approximately 3% of the differentially expressed genes in the metabolic category participated in hormone metabolic processes. Among these genes, a gene encoding 1-aminocyclopropane-1-carboxylate oxidase (ACC oxidase, CUST_25045) was rapidly down-regulated after 8 h of exposure to low-K stress (S4 Table). 

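The log2 change of ACC oxidase (CUST_25045) was -1.81 at 8 h, -1.65 at 24 h and -4.59 at 72 h. Its normalized log2 signal at 0 h was 14.68. The 2-fold threshold was passed at all 3 time points under each of the normalizations tried.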

A similar result was detected in our qRT-PCR analysis which showed a continuous decrease in the level of transcript as the stress continued (Fig 4).

### Transporters

Absorption and translocation of K in plants occur mainly via by high- and low-affinity K uptake systems, which are mediated by K transporters and channels, respectively [28]. Based on our microarray data, 17 genes related to K transport showed changes in the level of transcripts in response to low-K stress (Table 1). 

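Of the 17 probes related to K transport, none was up-regulated at 8 h, 1 at 24 h and 6 at 72 h. Down-regulation was found for 6 at 8 h, 5 at 24 h and 10 at 72 h. The potassium transporter CUST_42207 changed by 0.88 at 8 h, 0.17 at 24 h and -1.37 at 72 h. The outward rectifying channel CUST_16437 fell by 1.98 at 72 h and KOR1 (CUST_49575) by 2.16. CUST_55816, with a channel tetramerization domain, changed by -1.55, -1.99 and -1.06. At 72 h CUST_25267 and CUST_27100 fell by 1.26 and 1.06. Without normalization the 72 h changes of CUST_55816, CUST_25267 and CUST_27100 were -0.65, -0.93 and -0.66, and with normexp that of CUST_27100 was -0.87. At 8 h CUST_16437 and CUST_49575 passed the threshold without normalization, with -1.14 and -1.20. Without normalization 9 of the 17 were down-regulated at 8 h and 5 at 72 h.

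**Figure D2:**
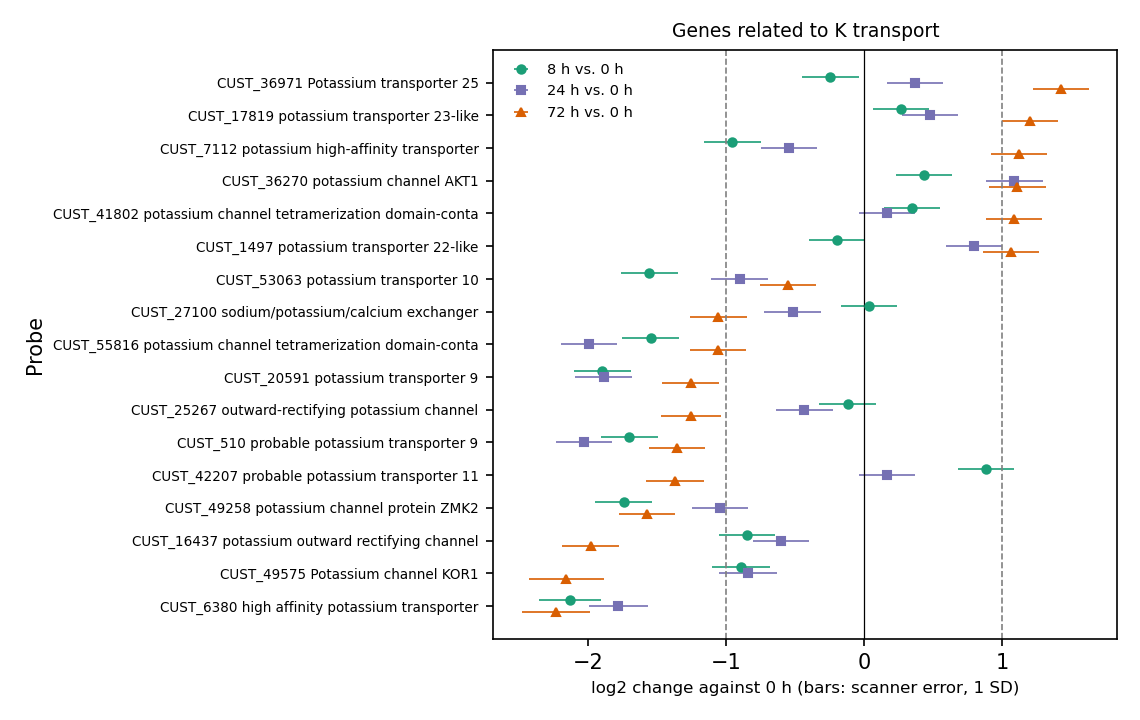
Log2 change against 0 h (horizontal axis) of the 17 probes related to K transport (vertical axis) at 8 h, 24 h and 72 h, each from 1 array against 1 array. Bars are the scanner error (1 SD), dashed lines mark the 2-fold threshold, and 6 probes lie to the right of it at 72 h.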

Four K transporters (CUST_1497, CUST_17819, CUST_36971 and CUST_7112) and two K channels (CUST_36270, CUST_41802) were markedly up-regulated after 72 h of exposure to low-K stress. However, four K transporters (CUST_20591, CUST_510, CUST_53063 and CUST_6380) and a K channel (CUST_49258) were rapidly down-regulated after 8 h of exposure to low-K conditions and their expression remained inhibited at 24 h and 72 h. 

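The log2 changes at 72 h were 1.06 for CUST_1497, 1.20 for CUST_17819, 1.42 for CUST_36971 and 1.12 for CUST_7112. Those of the channels CUST_36270 and CUST_41802 were 1.11 and 1.08. With scanner errors near 0.21 for single changes, all 6 lie within 3 errors of the 2-fold threshold. With normexp, CUST_7112 rose by 0.86 and CUST_41802 by 0.55. CUST_36270 had passed the threshold at 24 h, with 1.09. CUST_7112 changed by -0.96 at 8 h, and by -1.27 without normalization.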

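At 8 h, 24 h and 72 h, the log2 changes of CUST_20591 were -1.90, -1.89 and -1.26. For CUST_510 they were -1.70, -2.03 and -1.36, and for CUST_6380 -2.13, -1.78 and -2.23. CUST_53063 changed by -1.56 at 8 h and was short of 2-fold later, with -0.90 and -0.55. The channel CUST_49258 changed by -1.74, -1.05 and -1.57. Without normalization CUST_20591 and CUST_510 were at -0.88 and -0.93 at 72 h and CUST_49258 at -0.99 at 24 h. With normexp the 24 h change of CUST_49258 was -0.88.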

According to cellular component GO analysis, seven out of nine K transporters (CUST_1497, CUST_20591, CUST_36971, CUST_510, CUST_53063, CUST_6380 and CUST_7112) and two out of eight K channels (CUST_27100 and CUST_36270) were likely located in the plasma membrane, while the other eight K transporters/channels might be located in different cellular organelles such as the nucleus, cytoplasm, vacuole, membrane or plasmodesma (S5 Table).

**Table 1:** Genes showing altered expression in sugarcane under low-K stress.

ProbeName	log_2_(LK/CK) ^a^			nr_accession	Description	Function
	8 h vs 0 h	24 h vs 0 h	72 h vs 0 h			
CUST_1497			1.06	XP_003557711	potassium transporter 22-like	potassium transport
CUST_17819			1.20	XP_003576484	potassium transporter 23-like	potassium transport
CUST_20591			-1.25	NP_001060637	potassium transporter 9	potassium transport
CUST_36971			1.42	NP_001048012	Potassium transporter 25	potassium transport
CUST_42207			-1.36	NP_001053859	probable potassium transporter 11	potassium transport
CUST_510	-1.69	-2.06	-1.36	NP_001060637	probable potassium transporter 9	potassium transport
CUST_53063	-1.56			NP_001147472	potassium transporter 10	potassium transport
CUST_6380	-2.12	-1.79	-2.25	AEA08583	high affinity potassium transporter	potassium transport
CUST_7112			1.12	ADR51675	potassium high-affinity transporter	potassium transport
CUST_25267			-1.25	AAX08090	outward-rectifying potassium channel	potassium transport
CUST_16437			-1.94	AAW82753	potassium outward rectifying channel	potassium transport
CUST_27100			-1.06	XP_003626309	sodium/potassium/calcium exchanger	potassium transport
CUST_36270		1.08	1.10	P0C550	potassium channel AKT1	potassium transport
CUST_49258	-1.74	-1.03	-1.56	NP_001105120	potassium channel protein ZMK2	potassium transport
CUST_49575			-2.18	Q653P0	Potassium channel KOR1	potassium transport
CUST_41802			1.08	XP_002868604	potassium channel tetramerization domain-containing protein	potassium transport
CUST_55816	-1.56	-2.00	-1.06	NP_00104741	potassium channel tetramerization domain-containing protein-like	potassium transport
CUST_42158			2.45	ACQ83491	CBL-interacting protein kinase 14	kinases and phosphatase
CUST_51966			1.20	ACQ83503	CBL-interacting protein kinase 03	kinases and phosphatase
CUST_20141	-1.36			ACQ83488	CBL-interacting protein kinase 09	kinases and phosphatase
CUST_13175	-4.06	-2.84	-3.18	ACQ83508	CBL-interacting protein kinase 01	kinases and phosphatase
CUST_7638	-1.64	-1.32		ACQ83502	CBL-interacting protein kinase 30	kinases and phosphatase
CUST_54180			1.18	ACQ83498	CBL-interacting protein kinase 21	kinases and phosphatase
CUST_9371			1.32	ACQ83514	CBL-interacting protein kinase 24	kinases and phosphatase
CUST_49630			1.36	ACQ83509	CBL-interacting protein kinase 15	kinases and phosphatase
CUST_4771	-1.60	1.16	3.36	ACQ83496	CBL-interacting protein kinase 20	kinases and phosphatase
CUST_10946		-1.51	-2.47	ACQ83486	CBL-interacting protein kinase 19	kinases and phosphatase
CUST_28467	1.63			NP_001056378	probable protein phosphatase 2C 51	kinases and phosphatase
CUST_40716	-2.25	-1.84	-3.18	ABB47942	protein phosphatase 2C containing protein	kinases and phosphatase
CUST_36509	-1.25			ABF94415	protein phosphatase 2C containing protein	kinases and phosphatase
CUST_36910	-1.06			NP_001151594	catalytic/ protein phosphatase type 2C	kinases and phosphatase
CUST_60543			-1.18	NP_001148728	protein phosphatase 2C	kinases and phosphatase
CUST_55757			1.41	ACQ83549	calcineurin B-Like protein 04	calcineurin B-like protein
CUST_25359	-1.29			ACQ83548	calcineurin B-Like protein 07	calcineurin B-like protein
CUST_2176	-2.40	-1.29	-2.84	ACF95746	MYB transcription factor MYBAS1	transcription regulators
CUST_27453	-2.56	-1.84	-2.84	P20025	Myb-related protein Zm38	transcription regulators
CUST_28701			-1.89	ACG36390	MYB59	transcription regulators
CUST_61488	-1.56		-2.40	EMT32647	Myb-related protein MYBAS2	transcription regulators
CUST_58112	-1.22	-1.84	-2.06	AFO85372	NAC1, partial	transcription regulators
CUST_470	-1.51	-1.56	-1.47	AAW62955	NAC23	transcription regulators
CUST_16274	-3.06	-1.89	-2.47	DAA37711	putative NAC domain transcription factor	transcription regulators
CUST_45563	-2.40	-2.25	-2.74	DAA46404	putative NAC domain transcription factor	transcription regulators
CUST_48354		-1.18		DAA55107	putative NAC domain transcription factor	transcription regulators
CUST_54637	1.93			DAA46243	putative AP2/EREBP transcription factor	transcription regulators
CUST_12974	-1.89	-2.32		AFW63369	putative AP2/EREBP transcription factor	transcription regulators
CUST_13792			-1.06	CAM35490	ethylene responsive transcription factor	transcription regulators
CUST_20821	-1.69		-2.12	NP_001147529	ethylene-responsive element binding protein	transcription regulators
CUST_46633	-2.40		-2.84	NP_001146913	ethylene-responsive factor-like protein	transcription regulators
CUST_58973	-3.64			NP_001152657	heat shock factor protein 1	transcription regulators
CUST_41064	-2.94	-1.89	-2.32	ACM42161	heat shock protein 70.58	stress-related
CUST_22888			1.36	AFV66576	heat shock protein 70,	stress-related
CUST_60607	1.97			AFK73383	small heat-shock protein	stress-related
CUST_50618			1.19	CAA78738	heat shock protein hsp82	stress-related
CUST_7987		-1.23	-1.21	DAA41888	class IV heat shock protein	stress-related
CUST_57095			1.51	NP_001104981	glutathione S-transferase12	oxidative stress-related
CUST_61600			1.42	DAA43222	TPA: glutathione S-transferase GST 11	oxidative stress-related
CUST_26449			1.28	NP_001104984	glutathione S-transferase GST 18	oxidative stress-related
CUST_27585		-1.56		AAL73498	lipoxygenase	oxidative stress-related
CUST_27568	1.29			ACG32380	superoxide dismutase	oxidative stress-related
CUST_45525	-1.25	-1.40		ABQ44283	catalase	oxidative stress-related
CUST_26339	-1.06			YP_006316948	glutathione peroxidase	oxidative stress-related
CUST_43430			1.37	AFW87396	peroxiredoxin-5	oxidative stress-related
CUST_56046		1.36	1.70	NP_001106040	peroxidase 70 precursor	oxidative stress-related
CUST_45804			2.07	DAA45509	plant peroxidase family protein	oxidative stress-related

Note: ^a^ The fold change of each gene was transformed into “log_2_”. The gene with log_2_(LK/CK) ≥ 1 were defined as up-regulated; The genes with log_2_(LK/CK) ≤ -1 were defined as down-regulated.

In addition to K transporter genes, we found that the level of transcripts of some genes involved in water transport changed in sugarcane roots during K deficiency. According to our microarray data, four aquaporin genes (CUST_56031, CUST_44135, CUST_52950 and CUST_47078) were rapidly down-regulated after 8 h of K starvation. However, the expression levels of these genes recovered after 24 h and subsequently increased as the stress continued (S5 Table).

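The log2 changes at 8 h were -1.77 for CUST_56031, -2.02 for CUST_44135, -1.32 for CUST_52950 and -0.84 for CUST_47078. The last was short of the 2-fold threshold and passed it with -1.10 without normalization and -1.05 with normexp.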

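At 24 h the 4 probes stood between -0.05 and 0.58, and none passed the threshold. At 72 h CUST_47078 rose by 1.80 and CUST_44135 by 1.12 against 0 h. CUST_56031 rose by 0.95, and passed the threshold with 1.30 without normalization and with 1.22 with normexp. CUST_52950 lay at 0.03 at 24 h and at -0.07 at 72 h.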

### Kinases and phosphatases

Protein kinases and phosphatases participate in a large number of distinct perception and signaling pathways that play important roles in cellular development. Based on our microarray data, a total of 405 genes encoding kinases and phosphatases were found to be transcriptionally altered by K starvation (S6 Table), accounting for approximately 10% of the low-K-responsive genes and suggesting that phosphorylation and dephosphorylation may be very important regulatory mechanisms for the sugarcane response to K deficiency. Of these genes, 11 CIPKs and 5 type 2C protein phosphatases were found to be differentially expressed in response to low-K stress (Table 1). 

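Table 1 lists 10 CIPK probes. Of these, 4 were down-regulated at 8 h, 3 at 24 h and 2 at 72 h, while 6 were up-regulated at 72 h. Of the 5 protein phosphatase 2C probes, 3 were down-regulated at 8 h, 1 at 24 h and 2 at 72 h. The largest falls among the kinases were those of CUST_13175, with log2 changes of -4.11, -2.80 and -3.20. CUST_10946 fell by 0.23, 1.51 and 2.45. CUST_40716, a phosphatase, changed by -2.23, -1.86 and -3.25. The 8 h change of the phosphatase CUST_36910 was -1.06, and -0.71 with normexp. The phosphatase CUST_60543 changed by -0.80 at 8 h and -1.20 at 72 h, and by -1.06 and -0.81 without normalization. CUST_20141, a CIPK, was at -0.95 at 24 h and passed the threshold with -1.12 with normexp, under which 4 CIPK probes were up-regulated at 72 h.

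**Figure D3:**
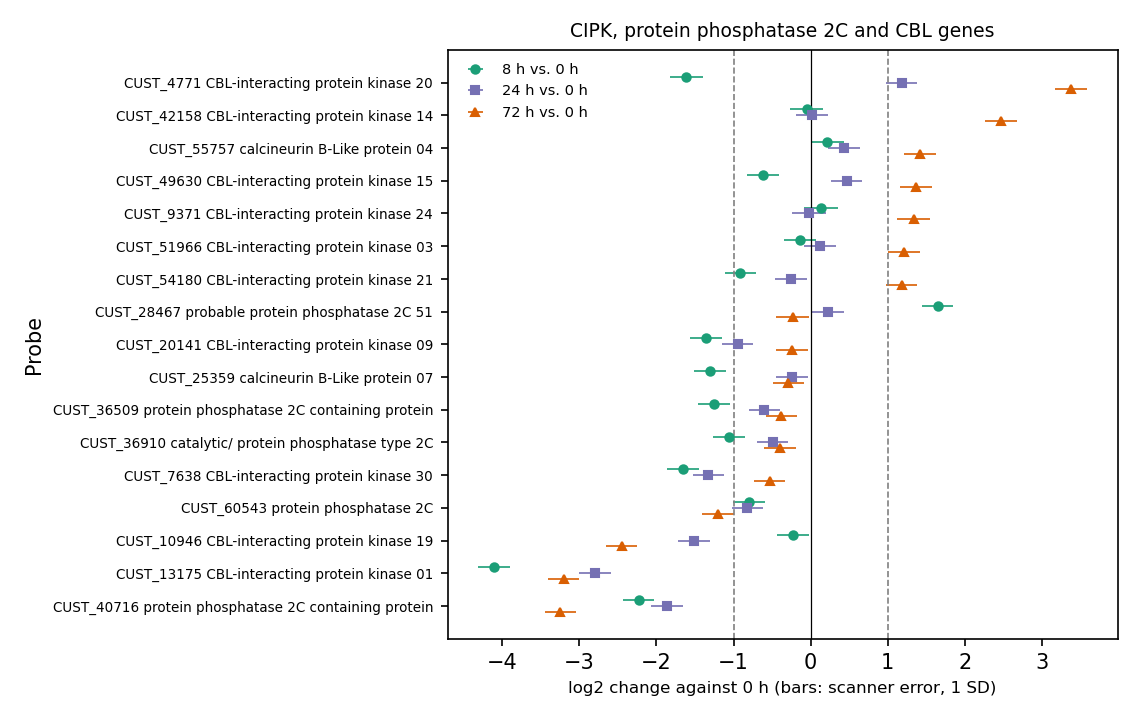
Log2 change against 0 h (horizontal axis) of the CIPK, protein phosphatase 2C and CBL probes of Table 1 (vertical axis) at 8 h, 24 h and 72 h, each from 1 array against 1 array. Bars are the scanner error (1 SD) and dashed lines mark the 2-fold threshold. At 72 h 6 CIPK probes rose past it and 2 fell past it.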

Six CIPK genes (CUST_42158, CUST_51966, CUST_54180, CUST_9371, CUST_49630 and CUST_4771) were markedly up-regulated after 72 h of exposure to low-K conditions, and a protein phosphatase 2C (CUST_28467) was up-regulated after 8 h of low-K stress (Table 1). 

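The log2 changes at 72 h were 2.47 for CUST_42158, 1.21 for CUST_51966, 1.18 for CUST_54180, 1.34 for CUST_9371, 1.36 for CUST_49630 and 3.38 for CUST_4771. CUST_4771 was down-regulated at 8 h, with -1.61, before it rose by 1.18 at 24 h. With normexp, CUST_9371 and CUST_49630 were at 0.62 and 0.90 at 72 h, and CUST_4771 was at -0.98 at 8 h and just under 1.00 at 24 h. Without normalization CUST_54180 passed the threshold at 8 h, with -1.15. The phosphatase CUST_28467 rose by 1.65 at 8 h and stood at 0.22 and -0.23 later.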

Increased expression of these kinase and phosphatase genes may regulate K uptake and K homeostasis in sugarcane during K deficiency. We also found that two members of the CBL family (CUST_55757, CUST_25359) were differentially expressed. CUST_55757 was up-regulated at 72 h, while CUST_25359 was down-regulated at 8 h (Table 1). 

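CUST_55757 changed by 0.22 at 8 h, 0.43 at 24 h and 1.42 at 72 h. CUST_25359 changed by -1.31 at 8 h, -0.24 at 24 h and -0.29 at 72 h, and its 8 h change was -0.89 with normexp.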

There were also many other types of kinases that were differentially expressed in our microarray data, including an S-receptor-like serine/threonine-protein kinase (CUST_422), three MAPKKK family protein kinases (CUST_4402, CUST_29659 and CUST_49837), and three wall-associated receptor protein kinases (CUST_44285, CUST_85 and CUST_19991) (S6 Table). These kinases might participate in the regulation of the sugarcane response to low-K stress and form a complicated biological regulation network.

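CUST_422 fell by 1.04 at 8 h, 1.78 at 24 h and 1.97 at 72 h. The MAPKKK family kinases fell at 8 h, by 1.47 for CUST_4402, 1.20 for CUST_29659 and 1.46 for CUST_49837. The wall-associated kinases differed in direction. At 72 h CUST_44285 rose by 1.21 and CUST_85 fell by 1.52, while CUST_19991 rose by 1.41 at 24 h. With normexp the 8 h change of CUST_422 was -0.92. CUST_29659 fell by 1.05 at 72 h too, and by 0.64 without normalization.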

### Transcriptional regulation

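S7 Table lists 208 probes for transcriptional regulators, of which 203 passed the signal filter used here. By the 2-fold threshold alone, 17 of the 208 were up-regulated and 71 down-regulated at 8 h. At 24 h the numbers were 10 and 46, and at 72 h they were 46 and 108. The median log2 change of the 208 probes was -0.41 at 8 h, -0.40 at 24 h and -1.02 at 72 h. The paper listed these probes for their changes on the same arrays, so the median does not describe transcriptional regulators as a class.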

Our microarray results showed that 191 genes encoding transcriptional regulators were differentially expressed during low-K stress, including MYB (4), NAC (5), AP2-EREBP (2), WRKY (1), ERF (3), bHLH (2), TGA6 (1), E2F3 (1), RCBF3 (1) and HSF (1) family members (Table 1). The other genes were defined as putative transcription factors (S7 Table). Among the genes we identified, five transcription factors involved in ethylene signaling (CUST_54637, CUST_12974, CUST_13792, CUST_20821, and CUST_46633) were differentially expressed (Table 1). The expression of three ethylene-responsive transcription factors (CUST_12974, CUST_20821 andCUST_46633) was down-regulated in response to low-K stress within 8 h, and one (CUST_13792) showed marked down-regulation only at the 72 h time point. However, an AP2/ERF transcription factor (CUST_54637) was up-regulated in response to low-K stress at 8 h. In addition, four putative Myb family transcription factors (CUST_2176, CUST_27453, CUST_28701 and CUST_61488) and five NAC family transcription factors (CUST_16274, CUST_45563, CUST_48354, CUST_58112 and CUST_470) were found to be down-regulated at at least one of the three time points (8 h, 24 h, and 72 h) (Table 1). 

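At 8 h the log2 changes were -1.90 for CUST_12974, -1.68 for CUST_20821 and -2.43 for CUST_46633. At 24 h they were -2.32, -0.39 and -0.54, and at 72 h -2.01, -2.15 and -2.82. CUST_13792 changed by 0.06, -0.70 and -1.07 at the 3 time points. Its 72 h change was -0.65 without normalization and -0.66 with normexp.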

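CUST_54637 rose by 1.92 at 8 h, from a normalized log2 signal of 12.85 at 0 h. Its changes at 24 h and 72 h were 0.40 and -0.50.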

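Of the 4 MYB probes, 3 passed the threshold at 8 h, 2 at 24 h and all 4 at 72 h, where their log2 changes lay between -2.80 and -1.90. CUST_28701 passed it at 72 h only. Of the 5 NAC probes, 4 were down-regulated at 8 h, 5 at 24 h and 4 at 72 h. The largest fall among them was that of CUST_16274 at 8 h, with -3.07. CUST_48354 changed by -0.62 at 8 h, -1.18 at 24 h and 0.20 at 72 h.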

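The heat shock factor protein CUST_58973 had a log2 change of -3.57 at 8 h, which had receded to -0.56 at 24 h and 0.03 at 72 h.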

We also noticed that a heat shock factor protein (CUST_58973) was markedly down-regulated at 8 h. However, the heat shock proteins regulated by heat shock factor showed differential expression patterns in our datasets. 

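The heat shock protein 70 CUST_22888 rose by 1.37 at 72 h and hsp82 (CUST_50618) by 1.14, the latter being 0.67 with normexp. The small heat-shock protein CUST_60607 rose by 1.98 at 8 h. CUST_41064 changed by -3.01 at 8 h, -1.92 at 24 h and -2.32 at 72 h. CUST_7987 fell by 1.24 at 24 h and 1.22 at 72 h, and was at -0.97 with normexp and -0.90 without normalization at these time points.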

Three heat shock proteins (CUST_22888 CUST_50618 and CUST_60607) were markedly up-regulated at 8 h or 72 h, whereas two members (CUST_41064 and CUST_7987) were down-regulated (Table 1).

### Oxidative stress-related genes

Reactive oxygen species (ROS) play crucial roles in plant stress responses, development, response to pathogens, and many other physiological processes [29]. However, the excessive production of ROS will cause oxidative stress. In our study, a total of 44 oxidative stress-related genes were differentially expressed under low-K stress conditions (S8 Table and Table 1). 

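All 44 probes of S8 Table passed the signal filter. Their median log2 change was 0.19 at 8 h, 0.35 at 24 h and 1.13 at 72 h. A signal above that at 0 h was found for 26 of the 44 at 8 h, 31 at 24 h and 28 at 72 h. Since the paper listed these probes for their changes on the same arrays, the values do not describe oxidative stress genes as a class.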

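By the 2-fold threshold, 14 probes of S8 Table were up-regulated and 4 down-regulated at 8 h, a ratio of 3.50. At 24 h 7 were up-regulated and 4 down-regulated, a ratio of 1.75, and at 72 h 24 and 8, a ratio of 3. Without normalization 9 were down-regulated at 8 h, and the ratio was 1.22 at 8 h and 6.5 at 72 h. With normexp the 24 h numbers were 2 and 1, and the 72 h ratio was 7.67.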

At 8 h, 24 h and 72 h, the number of up-regulated genes was 3.75-, 1.75- and 3-fold greater than the number of down-regulated genes, respectively. Among these genes, a superoxide dismutase (CUST_26449) was rapidly up-regulated at 8 h of exposure to low-K conditions. 

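The log2 change of CUST_26449 at 8 h was -0.02. Table 1 lists this probe as a glutathione S-transferase, and as superoxide dismutase it lists CUST_27568. CUST_27568 rose by 1.30 at 8 h, and by 0.99 without normalization.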

Three glutathione S-transferases (CUST_57095, CUST_61600 and CUST_26449), a peroxiredoxin gene (CUST_43430) and two peroxidases (CUST_56046, CUST_45804) were up-regulated at 72 h. However, a catalase (CUST_45525) and a glutathione peroxidase (CUST_26339) were rapidly down-regulated at 8 h under low-K stress, while the expression of a lipoxygenase (CUST_27585) decreased at 24 h (Table 1).

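At 72 h the log2 changes were 1.51 for CUST_57095, 1.42 for CUST_61600 and 1.28 for CUST_26449, the last being 0.60 with normexp. CUST_61600 had also passed the 2-fold threshold at 8 h, with 1.05, but not without normalization (0.81) or with normexp (0.85). The peroxiredoxin CUST_43430 rose by 1.38, and the peroxidases CUST_56046 and CUST_45804 by 1.72 and 2.07. With normexp CUST_61600 was at 0.95 at 72 h.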

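The catalase CUST_45525 changed by -1.27 at 8 h, -1.40 at 24 h and -0.32 at 72 h. Glutathione peroxidase (CUST_26339) fell by 1.06 at 8 h. With normexp these 8 h changes were -0.98 and -0.71. The lipoxygenase CUST_27585 changed by -1.55 at 24 h.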

## Discussion

Potassium is an essential macronutrient that is crucial for plant growth and development. Previous work has demonstrated that plants respond rapidly to K deficiency. For example, hyperpolarization of the cell membrane potential occurs within a few minutes of a decrease in extracellular K, an event that represents the earliest detected event in the plant response to K deficiency and may act as one of the sensing-related signals for downstream responses [30]. After hyperpolarization, a series of biochemical and physiological reactions occur in plant cells that include both short- and long-term responses [31]. Transcriptional profiling of rice genes has revealed that many genes are differentially regulated 6 h after the start of low-K stress, and the number of differentially expressed genes increases with time [14]. Our work examining the relationship between the K content of sugarcane roots and changes in the level of transcripts also demonstrated a rapid response occurring after only 8 h of exposure to low-K stress. The K content of sugarcane roots continued to decrease after this time point, and the number of differentially expressed genes increased at 72 h (Fig 1 and Fig 3), which was consistent with the results of a transcriptional profiling study of rice genes under low-K stress [14]. However, many genes showed differential expression only at 72 h, and most of the genes that were differentially expressed at 24 h were also detected at 8 h or 72 h (Fig 2), suggesting that short-term responses to low-K stress might differ from long-term responses and that 24 h might be an important time point for initiating the long-term response in sugarcane. GO analysis of differentially expressed genes revealed that as the stress continued, higher percentages of genes in the catalytic activity and growth categories were detected especially at 72 h (Fig 5). These results indicated that more genes downstream of metabolic and regulatory networks might be activated under long-term stress, which would likely eventually affect sugarcane growth.

As cofactor for many enzymes, K ions participate in many metabolic processes [27]. K-activated enzymes are thought to act as K sensors in the cytoplasm [28]. Transcriptional profiling studies of genes under low-K stress in rice, soybean and *Arabidopsis* have revealed that genes involved in metabolic processes account for a higher percentage of genes relative to the total number of stress-response genes, and these studies have detected expression changes in many crucial enzymes that are crucial for metabolism, such as enzymes involved in N, S, and P assimilation, pyruvate synthesis and sugar metabolism [14,16,17]. These changes indicate that transcriptional regulation of metabolic enzymes may be very important for plants when adapting to K deficiency [32]. In this study, nearly half of the genes that were responsive to low-K stress were involved in metabolic processes, including genes related to C, N, P and secondary metabolism (Fig 5). Among the metabolic enzymes, pyruvate kinase acts as a central regulator of C/N metabolism [33]. The activity of pyruvate kinase can be directly inhibited after long-term K-deficiency, which induces a significant reduction in the cytoplasmic pyruvate content of root cells and leads to inhibition of glycolysis and many downstream metabolic processes (such as the TCA and GS/GOGAT/GDH cycles) [32]. Here, we detected the down-regulation of pyruvate kinase (CUST_6383) after short-term (8 h) low-K stress (S4 Table and Fig 7). This result suggested that the inhibition of pyruvate kinase occurs not only on the enzymatic level but also on the transcriptional level. The rapid inhibition of pyruvate kinase under low-K stress might be one of the earliest responses to K deficiency in sugarcane. Meanwhile, we also found several genes other than pyruvate kinase that are involved in glycolysis and the citrate (TCA) cycle differentially expressed in response to low-K stress. Changes in the levels of transcripts of genes in the glycolytic pathway such as pyruvate kinase, glyceraldehyde 3-phosphate dehydrogenase and short-chain alcohol dehydrogenase, were detected in *Arabidopsis* under low-P and low-N conditions [34,35], suggesting that transcriptional regulation of carbohydrate metabolism enzymes, especially those involved in glycolysis and the TCA cycle, might be essential for plant survival under low nutrient conditions.

In plants, K transporters and channels function in the absorption and translocation of K [28]. To date, many plant genes encoding K transporters and channels have been cloned, including *AtAKT1*, *TaAKT1*, *AtHAK5*, *HvHAK1*, and *OsHAK1*, and have been found to mediate the uptake of K under low-K conditions [7,9,10,36,37]. In our microarray experiment, we detected 17 genes related to K transport that were differentially expressed in response to low-K stress (Table 1 and S5 Table). According to cellular component GO analysis, the products of these genes were located in different cellular organelles (S5 Table), which suggested that low-K stress might not only affect the uptake of K but also the transport of K in cellular organelles. However, these genes showed differential expression changes, especially K transporters/channels located in the plasma membrane. The differential changes in the levels of transcripts involved in K transport might be a strategy employed by the plant to cope with K deficiency. The up-regulation of three K transporters (CUST_1497, CUST_36971 and CUST_7112) and a K channel AKT1 (CUST_36270) in the plasma membrane might be involved in K uptake in sugarcane under low-K conditions.

There are two primary signaling pathways that play important roles in regulating K uptake. The first well-known pathway is the Ca^2+^ signaling pathway, which is mediated by CBL-CIPK. Plant-specific serine/threonine protein kinases, or CIPK proteins, can exclusively interact with calcineurin B-Like protein and form a CBL-CIPK complex, which in turn constitutes a specific regulatory network of Ca^2+^ signaling in plant cells [38]. In plants, the CBL-CIPK complex (CBL1-CIPK23, CBL9-CIPK23, CBL4-CIPK6, CBL3-CIPK9) functions in response to low-K stress and is essential for regulating K uptake [11,39,40]. Additional work has revealed that phosphatase PP2CA also participates in the regulation of K uptake via K channels [41]. In sugarcane, two CBL genes, as well as many genes in the CIPK and PP2C families, were differentially expressed in response to low-K stress (Table 1), indicating that a CBL-CIPK-PP2CA pathway may also be involved in regulating K uptake under low-K stress.

The other signaling pathway responsible for low-K tolerance is mediated by ethylene. Ethylene content is significantly increased after only 6 h of K deficiency, and the transcription of genes involved in ethylene biosynthesis also increase in response to these conditions [42]. Under low-K stress, ethylene stimulates the production of ROS [12]. Then, ROS regulate the expression of *AtHAK5* and stimulate root hair elongation, which enhances K uptake and stress tolerance [43]. Genes involved in the ethylene synthesis pathway, such as ACC synthase were identified in a study on comparative transcriptome profiling of wild barley genes responsive to low-K [15]. However, in our study, we found that an important gene in the ethylene synthesis pathway, ACC oxidase, was down-regulated at three time points (S4 Table and Fig 4). ACC oxidase functions to catalyze the conversion of 1-aminocyclopropane-1-carboxylic acid to ethylene, which is one of the most important steps in ethylene synthesis in plants. The down-regulation of ACC oxidase genes disrupts ethylene synthesis in sugarcane under conditions of low-K stress.

Commonly, transcription factors regulate the expression of stress response genes and help plants to overcome biotic and abiotic stress [44–46]. The differential expression of transcription factors, including many stress-related transcription factors, such as Myb, NAC, WRKY family transcription factors has been detected in rice, wild barley, soybean and *Arabidopsis* [14–17]. The AP2/ERF transcription factor RAP2.11 is an important component of the low-K signaling pathway. This transcription factor can be induced by ethylene and ROS and directly binds to the promoter of *AtHAK5* to regulate its expression in response to low-K stress [13]. However, most of the ethylene-responsive transcription factors in our datasets, including AP2/ERF family members, were rapidly down-regulated in response to low-K stress (Table 1). The decrease in the expression of genes involved in both ethylene synthesis and the ethylene signaling pathway indicated that the function of ethylene in regulating low-K responses in sugarcane might be different from that in *Arabidopsis*.

ROS signals are commonly induced under nutrient deprivation conditions, including deficiencies in K, N, P and S [28,47]. ROS is an important signaling component; thus, its production and elimination are important for plant cells. In plants, peroxidase, cytochrome P450, and glutathione S-transferase participate in the production and elimination of ROS [48]. In our datasets, a number of genes involved in oxidative stress were differentially expressed, including lipoxygenase, glutathione S-transferase, superoxide dismutase and peroxidase. Meanwhile, a high percentage of genes involved in oxidative stress were up-regulated at the three time points, especially at 72 h (S8 Table). Up-regulation of genes in oxidative stress-related categories would help to eliminate the excessive ROS and maintain the balance of ROS in sugarcane, which might be a mechanism by which sugarcane can cope with low-K stress.

## Conclusions

In the present study, we performed a microarray-based comparative investigation to assess expression changes in sugarcane genes in response to low-K stress. The microarray data showed that a total of 4153 genes were differentially expressed under low-K conditions and most of the changes appeared within 72 h. GO enrichment analysis revealed that genes involved in metabolic processes, cation binding, biological regulation, transport, and transcriptional regulation were enriched. Genes involved in the Ca^+^ signaling and ethylene pathways showed changes in the level of transcripts in response to low-K conditions, suggesting that they may play important roles in sugarcane responses to K deficiency. However, there were also many ambiguous tags and unannotated genes we were unable to explore in the current study. Future increases our knowledge regarding the sugarcane genome may resolve some of these ambiguities and lead to the discovery of large numbers of genes responsible for low-K tolerance. Although the experiments in which we profiled genes responsive to low-K stress were not replicated in the current study, these results will provide valuable clues for further studies. Further verification of these differentially expressed genes via transgenic technology could lead to the improvement of sugarcane resistance to K deficiency.

## Supporting Information

S1 Table Sequences of probes used for the custom sugarcane genome array. (XLSX) Click here for additional data file.

S2 Table Primers used for qRT-PCR analysis. (XLSX) Click here for additional data file.

S3 Table Numbers of differentially expressed genes in sugarcane under low-K stress. (XLSX) Click here for additional data file.

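S3 Table counts the up-regulated and down-regulated genes at each time point and gives their sum. On the deposited arrays, 30.1% of the differentially expressed probes were up-regulated at 8 h, 38.6% at 24 h and 52.0% at 72 h. This split depends on the normalization, since without it 12.4% were up-regulated at 8 h and 79.7% at 72 h.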

S4 Table Genes involved in metabolic processes showing altered expression in sugarcane under low-K stress. (XLSX) Click here for additional data file.

S5 Table Transporter-encoding genes showing altered expression in sugarcane under low-K stress. (XLSX) Click here for additional data file.

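S5 Table gives the normalized signals and fold changes of 324 probes for transporters, of which 323 passed the signal filter used here. By the 2-fold threshold 41 were up-regulated and 80 down-regulated at 8 h, 25 and 48 at 24 h, and 156 and 91 at 72 h.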

S6 Table Genes encoding kinases and phosphatases showing altered expression in sugarcane under low-K stress. (XLSX) Click here for additional data file.

S7 Table Genes involved in transcriptional regulation showing altered expression in sugarcane under low-K stress. (XLSX) Click here for additional data file.

S8 Table Genes involved in oxidative stress responses showing altered expression in sugarcane under low-K stress. (XLSX) Click here for additional data file.

S9 Table Genes involved in processes not listed above that are differentially expressed under low-K stress. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

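The re-analysis used the 4 one-colour arrays of the low-K time course, 1 array for each of 0, 8, 24 and 72 h in 0.1 mM KCl, each hybridized with cRNA from 1 pool of 18 roots. For every spot the authors deposited the signal intensities and quality marks written by Feature Extraction, in which the processed signal had been corrected for background and for trends across the array and had not been normalized between arrays. The authors also deposited a table of log2 values normalized by quantiles in GeneSpring, whose medians are 5.56 on all 4 arrays.

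The processed signal intensities of 61637 sugarcane probes were taken from the spot data, with a floor of 1 for signals that are not positive. Each probe name is on 1 spot. There are 61153 distinct sequences, and 443 of them are on more than 1 probe (927 probes). Spots marked as outliers for non-uniformity or within a population were left out. The arrays were normalized together by the quantile function of limma 3.58.1 in R 4.3.3, over the sugarcane probes only, and converted to log2. Everything else was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A probe was kept when its processed signal reached 128 (2^7) on at least 1 array. It was counted as up-regulated or down-regulated when its normalized signal differed from that at 0 h by at least 2-fold, a log2 change of 1.

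There is 1 array per time point and no replicate, so no difference between time points was tested and no p-value or SD is given. The only randomization was the comparison of the circadian probes with random lists of probes, given as a description of these 4 arrays and not as a p-value, since probes are not independent replicates. The error given beside a change combines the scanner software's errors of both spots and describes the spots only. Binomial confidence intervals (95%, Wilson) of shares of probes cover counting error only. A probe that is not well above background on one of the compared arrays has only a bound for its fold change. The number of arrays limits the precision of all values.

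The probes named in the text were chosen by a rule. They are all 101 probes that the paper names in its text, Table 1, Fig 4 or Fig 7, and at each time point the 3 largest rises and the 3 largest falls among the probes that pass the signal filter, are well above background on both arrays and have a description in the supplementary tables. The probes of the circadian list, the hemoglobins and the control probes named in the closing section fall outside this rule and were chosen after their values were seen.

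Time points were compared by the root mean square difference (Euclidean distance) of the log2 changes over the differentially expressed probes. Unchanged probes were simulated 100 times with the scanner error of their spots, to show the overlap and the correlation that the shared 0 h array gives by itself. Counts over supplementary lists were made for S5, S7 and S8 Tables. S7 Table holds more probes than the paper's text gives, and its counts are over the probes of the table. S4, S6 and S9 Tables were used for descriptions and for the check of listed probes, and S4 Table also for the low-oxygen list. S4 and S9 Tables were read only in part and S6 Table holds fewer probes than the text gives. Apart from these uses, no count over their probes was made. The K contents of plants, the qRT-PCR values and the Gene Ontology terms were not analysed here.

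The whole calculation was tested on simulated arrays with 200 changed probes planted among 23942 probes tested, of which 200 were recovered (100%), with 98 false calls and a median bias of -0.03 in the log2 change. All planted changes lay on bright probes and were well past the 2-fold threshold. The recovery therefore says nothing about dim probes or about changes near the threshold. Among the same simulated arrays without planted changes, 31 probes were called at 8 h and 27 at 24 h. The removal of a planted trend with GC content lowered its correlation with the log2 change from 0.789 to 0.0977, and that of a planted trend with position from 0.947 to -0.00818.

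The following alternatives were set before the data were examined. The normalization was replaced by scaling to the 75th percentile, by no normalization, by normexp background correction (offset 50) of the mean signal followed by quantiles, and by the deposited log2 values. The filter was replaced by none, by the mean signal, by 2^7 on both compared arrays or on all 4, and by well above background. The threshold was replaced by 1.5-fold and 3-fold. Outlier spots were kept, the scanner error was used as a further criterion, each array was left out of the filter and the normalization, and the clustering was repeated with Pearson and Spearman correlations and with other sets of probes. After the data had been seen, 10 further filters, the removal of trends with GC content and with position, and a list of 13 probes of S7 Table annotated with a circadian term were added. The circadian list replaced the planned list of clock genes, whose words matched 0 descriptions. A list of 11 probes for enzymes and hemoglobins linked to low oxygen was taken by description from S4 and S5 Tables.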

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

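Both tests of the control probes, the test by column of the slide and the tests of time of day in this part were chosen only after the results were seen.

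A change of at least 2-fold up at one time point and down at another was found for 231 probes. Between 8 h and 72 h, 67 probes were first up-regulated and then down-regulated, and 141 the other way round. Between 8 h and 24 h the numbers were 10 and 15, and between 24 h and 72 h they were 14 and 24. These probes stand out because 1 array moves one way and another the opposite way. With 1 array per time point the difference between the time points was not tested. Noise of single spots is argued against as the cause of the 72 h changes as a set, since probes of the same sequence lay 2-fold apart in 1.90% of 263 pairs on the 72 h array, while 15.1% of the kept probes were called there. Of the same-sequence pairs with at least 1 probe called, both were called in 29 of 39 at 8 h, 13 of 22 at 24 h and 41 of 56 at 72 h, and none in opposite directions, so a single call can depend on the spot. How many of the 231 probes change direction through noise was not tested. Time of day is argued against for the 38 probes that moved in opposite directions at 24 h and 72 h, since both have the time of day of 0 h. For the 216 probes with opposite directions at 8 h and a later time point it cannot give the later change, and on the 8 h side it and 8 h of low K cannot be told apart, because 1 array holds both. The duration of low K stays open as untested. The CIPK probe CUST_4771 is an example, with -1.61 at 8 h (-0.98 with normexp, short of 2-fold) and 3.38 at 72 h.

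The spike-in RNAs, which the paper does not report on, were lower at 72 h than at 0 h. Their median log2 change was -1.07 after normalization, with 9 of the 10 lower and 7 past 2-fold, against 0.28 at 8 h and -0.15 at 24 h. The 18 other positive control probes had a median change of -0.98 at 72 h, and 16 of them were lower. Spot noise is argued against, since for 6 of the 10 spike-ins the brightest of 35 spots at 72 h lay below the dimmest at 0 h. Normalization of a brighter sugarcane signal is argued against as the whole cause, since the median was -0.68 at 72 h without normalization, and 0.01 and -0.07 at 8 h and 24 h. For these tests the number of spike-ins needed to argue against an explanation was first set at 8 and at all 10, which were not reached, and was lowered to a majority after the values were seen. The spike-in with the lowest signal went the other way without normalization, with 0.98. The column of the slide is argued against as the whole cause, since the 24 h array lies in the same column and its spike-ins had a median change of -0.15, with 0 past 2-fold. A smaller amount of spike-in, a different yield of labelling or hybridization on the 72 h array, and a larger share of messenger RNA in the 72 h roots were not tested. The spike-ins describe 1 array per time point.

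The hypothetical protein CUST_46052 had the largest rise at any time point among the probes kept by the signal filter, which the paper's text does not discuss. Its log2 change was 9.17 at 8 h, 5.23 at 24 h and -0.42 at 72 h. Its processed signal was 23.3 at 0 h, 10435 at 8 h, 858 at 24 h and 20.4 at 72 h. The scanner error of the 8 h change was 0.24. The value rests on 1 spot of 1 array per time point. A mixed sample and a mark on the array were not tested for this probe. Time of day as the whole cause is argued against, since at 24 h, the time of day of 0 h, the change was still 5.23. The time in low K stays open as an untested biological explanation.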

How the results depend on the processing

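The 10 further filters and the removal of trends with GC content and position were chosen only after the results were seen. No paired analysis was possible because each time point has 1 array from 1 pool of roots.

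The number of differentially expressed probes at 72 h was above that at 8 h under all 26 alternatives that gave the ratio, which ranged from 1.63 to 2.35. Of the 25 alternatives for the number of probes changed at 1 or more time points, 19 gave a number within 1.5 times the reported one. Without the 72 h array it was 2284, without the 8 h array 4124 and without the 24 h array 4694, since each leaves out a comparison. With the trend on GC content removed 4901 probes were called, of which 4660 were among those reported, and with the local median of neighbouring spots removed 4648, of which 4314 were among them. The 101 named probes gave 166 changes past 2-fold among 303 values. Of these 166, normexp kept 133, no normalization 152, the 75th percentile scaling 163 and the deposited log2 values 165. Normexp added 3 and no normalization 9. Under these 4 alternatives none of the 166 changed direction, and outlier spots kept and the scanner error as a further criterion left all 303 values on the same side of the threshold. No alternative scaled the arrays to the spike-ins. Their median log2 change after normalization was 0.28 at 8 h, -0.15 at 24 h and -1.07 at 72 h. Scaling to them would raise the 72 h changes, so the falls near the threshold at 72 h are not shown to hold under it. The share of probes found at one time point only was within its interval under 5 to 7 of 10 alternatives. Without normalization the down-regulated shares at 72 h only and at 8 h only were 38.3% and 65.7%, the reverse of the reported order (59.5% and 46.2%).

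Without normalization between arrays the median log2 change of all probes was -0.21 at 8 h, 0.10 at 24 h and 0.42 at 72 h, and the split between directions moved with it. At 8 h 312 probes were up-regulated and 2197 down-regulated, and at 72 h 4014 and 1022. Up-regulation at all 3 time points was found for 40. At 72 h, 43 probes of S5 Table, 68 of S7 Table and 4 of S8 Table were down-regulated, and at 8 h 9 of S8 Table. With the 75th percentile scaling the median log2 change of all probes was 0.11 at 8 h.

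With normexp 279 probes were up-regulated at 24 h and 24 at all 3 time points. For S5 Table, 15 were up-regulated and 27 down-regulated at 24 h, and 102 were up-regulated at 72 h. For S7 Table, 25 were up-regulated at 72 h. For S8 Table, 2 were up-regulated and 1 down-regulated at 24 h, and 3 were down-regulated at 72 h. The cause was not tested.

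The signal filter set the number of probes that could be called. No filter gave 18879 probes at 1 or more time points, with 3352 up-regulated and 4348 down-regulated at 8 h (7700 in all), 2986 and 3541 at 24 h (6527), 6217 and 6307 at 72 h (12524), and 414 and 1092 at all 3. A signal of 2^7 on both compared arrays gave 3077 probes, with 647 down-regulated at 8 h (1029 in all), 241 and 443 at 24 h (684) and 1096 and 1202 at 72 h (2298). The same signal on all 4 arrays gave 2738 probes, with 360 and 617 at 8 h (977), 216 and 365 at 24 h (581), 927 and 1121 at 72 h (2048), and 34 and 151 at all 3. The deposited normalized value of 2^7 on all 4 arrays, added later, gave 2699, with 336 and 646 at 8 h (982), 217 and 364 at 24 h (581) and 969 and 1039 at 72 h (2008). These numbers follow from which probes are kept.

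The share of probes kept was 45.0% with the mean signal, 76.5% for probes well above background on at least 1 array and 39.2% with the deposited normalized values. Among the filters added later it was 44.8% with the median signal, 44.0% with the net signal and 31.4% with the normalized value on all 4 arrays. It was 38.7% with the normalized value and 1 probe per sequence, 39.1% with that value and a positive and significant spot, 35.6% with a spot found and 38.9% with a spot well above background on all 4 arrays. The mean signal with the deposited values kept 45.1%.

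By construction, a 1.5-fold threshold called more probes and a 3-fold threshold fewer. The former gave 11054 probes, with 2059 up-regulated and 2806 down-regulated at 8 h (4865), 1629 and 1914 at 24 h (3543), 4325 and 3890 at 72 h (8215), and 338 and 778 at all 3. The latter gave 2025, with 187 and 550 at 8 h (737), 137 and 327 at 24 h (464), 758 and 753 at 72 h (1511), and 8 and 166 at all 3.

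The closest pair of time points depended on the distance. The distance of 24 h to 72 h was 1.21 times that of 8 h to 24 h by the Euclidean distance. This ratio was 0.876 by the Pearson and 0.748 by the Spearman correlation. With the other 6 alternatives, all by Euclidean distance, it stayed above 1. The correlations leave out the overall scale of the changes at each time point. The Pearson distance orders the pairs as the Euclidean distance does after each time point's mean and scale are removed. The different order therefore comes from the mean or the scale. Over all kept probes the ratio was 1.20 by the Euclidean distance and 0.907 by the Pearson correlation. Their changes had an SD of 0.65 at 8 h, 0.56 at 24 h and 0.86 at 72 h, equal to the root mean square. The mean was thus small beside the scale, which gives the different order over these probes.

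Signal over background limits the probes near the filter. Of the differentially expressed probes 73 at 8 h, 49 at 24 h and 97 at 72 h were not well above background on one of the compared arrays and have only a bound for their fold change. Leaving them out gave 4897 probes at 1 or more time points.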

Differences from the paper's values

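The 10 filters named last were chosen only after the values were seen. Of 124 values that the paper states and that were also computed here, none differed by the criteria set for a difference, which need a factor of more than 1.5 for a count and a change of sign or more than the error for a log2 value. The 102 values of 64 probes in Table 1 differed by at most 0.0745 on the log2 scale, and 98 of them by less than 0.05.

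Over all probes, the counts of differentially expressed probes were above the paper's at each time point. The paper counts genes, and the caption of its scatter plots gives fewer genes than the 25114 probes kept here. Whether this smaller set accounts for the lower counts was not tested. A change at 1 or more time points was found for 4965 probes, and the paper's value is 4153. At 8 h, 24 h and 72 h the counts were 1829, 1269 and 3788, and the paper's are 1545, 1053 and 3155. Up-regulation and down-regulation at all 3 time points were found for 65 and 360 probes, and the paper's values are 58 and 297. The share of probes kept by the filter was lower, 40.7%, and the paper's value is 41.75%. Over the paper's lists, up-regulated probes numbered 41 at 8 h and 25 at 24 h in S5 Table and 46 at 72 h in S7 Table, and the fold changes in the paper's tables give 42, 26 and 48. The other counts over S5, S7 and S8 Tables were equal. None of the alternatives set before the data were examined gave all of the paper's counts. Normexp came nearest at 1 or more time points, with 3991 probes, but did not call 812 of the 2657 probes listed in the part of the paper's tables that was read. S4 and S9 Tables were read in part and S6 Table holds fewer probes than the text gives, so the numbers of listed probes cover that part only. The setting reported here called 2619 of these and left 38 uncalled, of which 32 did not pass its filter. No signal filter left 14 uncalled, the filter on the mean signal 27, outlier spots kept 25, the deposited log2 values 32 and a 1.5-fold threshold 35. Of 10 filters chosen after seeing the values, the one closest to the paper's counts needed a normalized value of 2^7 on at least 1 array and a spot found on all 4 arrays, which gave 4043 probes, and it dropped 368 of the listed probes. The filter on the normalized value on at least 1 array, set beforehand for the share of probes kept but applied to the counts only after seeing the values, called all 2657 of these probes and gave 4728. None of these was adopted.

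For S8 Table the ratio of up-regulated to down-regulated probes at 8 h was 3.50, and the paper's value in its text is 3.75. The fold changes that the paper gives in S8 Table also make 14 up-regulated and 4 down-regulated probes, so the gap is between its text and its table. The ratios at 24 h and 72 h were equal to the paper's. S7 Table lists 208 probes, and the paper's text gives another number.

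The paper groups 24 h with 72 h in its clustering. By Euclidean distance, 8 h and 24 h were closest here. With the Pearson and Spearman distances, which were set before the data were examined, 24 h and 72 h were closest.

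The paper states that a superoxide dismutase was up-regulated at 8 h and names CUST_26449, whose log2 change here was -0.02. CUST_27568, the superoxide dismutase of Table 1, changed by 1.30. The paper states that sucrose synthases and an invertase were induced at 24 h and 72 h. Of the 4 probes 3 passed 2-fold at 24 h and all 4 at 72 h, CUST_42367 being at 0.15 at 24 h. The paper states that 4 aquaporins were repressed at 8 h and rose later. Of these 3 passed 2-fold at 8 h, and CUST_47078 was at -0.84, at -1.10 without normalization and at -1.05 with normexp. None passed 2-fold at 24 h and 2 rose by 2-fold at 72 h, while CUST_52950 was at 0.03 and -0.07. The transporter CUST_53063, which the paper gives as repressed throughout, was at -0.90 and -0.55 at 24 h and 72 h. A 1.5-fold threshold is passed by its 24 h change and by the 8 h change of CUST_47078. The text counts 11 CIPK genes, and Table 1 lists 10.

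The paper states that 6 probes for glycolysis and fermentation fell most at 72 h. Here 3 did, 2 differed between 72 h and another time point by less than the scanner error, and 1 did not, the alcohol dehydrogenase CUST_2997, with -3.01 at 8 h and -2.12 at 72 h. Table 1 leaves cells empty where the change here was past 2-fold, for CUST_20591 (-1.90 at 8 h and -1.89 at 24 h), CUST_12974 (-2.01 at 72 h) and CUST_61600 (1.05 at 8 h).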

Other observations

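The comparison of covariances, the test by column of the slide, the fermentation test and the use of circadian-annotated probes were chosen only after the results were seen.

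More probes passed 2-fold at 72 h than at 8 h or 24 h. Noise of single spots on the 72 h array is argued against as the whole cause, since only 1.90% of the same-sequence pairs lay 2-fold apart there. The pairs on the arrays of 0, 8 and 24 h lay 2-fold apart in 0, 1.14 and 0.760% of cases. Counting only pairs with both probes called left 29 pairs at 8 h, 13 at 24 h and 41 at 72 h. A trend with the GC content of the probe, which correlated with the 72 h changes with r = 0.115, is argued against too, since the ratio of 72 h to 8 h was 1.98 with it removed. A trend with the position of the spot leaves a ratio of 1.99 when removed. Dim spots are argued against, since among 7973 probes with a mean normalized signal of at least 2^10 the ratio was 1.78, with 481 probes at 8 h, 250 at 24 h and 854 at 72 h. A lower quality of the 72 h array or its RNA as a whole stays open, because that array is the only one of its time point and its spike-ins were lower. The length of low K treatment stays open in the same way.

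The log2 changes at 24 h and 72 h correlated with r = 0.565, more than those of the other pairs, although by Euclidean distance 8 h and 24 h were closest. The same 0 h array in every comparison stays open as a source of the correlation itself. The 0.490 of simulated unchanged probes cannot decide this, because noise of similar size on every array gives such a value whatever its size. The scanner error of a typical called change was about 0.21, while the changes had an SD of 0.56 at 24 h and 0.86 at 72 h. Other deviations of the 0 h array were not simulated. The shared 0 h array is argued against as the reason that this pair stands out. The covariance of the 24 h and 72 h changes exceeded that of the 8 h and 72 h changes by 0.102, against -4.88e-05 among simulated probes. For the column of the slide the distance of 0.92 between the spike-ins' medians leaves the question open, because the column goes with the order of the time points.

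Time of day may contribute to the place of 8 h, the only array taken at another time of day than 0 h. No description matched the planned words for clock genes, so 13 probes of S7 Table annotated with a circadian term were used. Their median of the 8 h change minus the mean of the 24 h and 72 h changes was 1.72, which is at percentile 100 of 10000 random lists from the 208 probes of S7 Table matched on expression (0 as high, median 0.01). A statistic on the sizes of the changes, added later, gave 1.33 against -0.25, with 0 lists as high. At 8 h 10 of the 13 passed 2-fold, and 7 lay within 2-fold of 0 h at both 24 h and 72 h. CUST_14264 and CUST_3457 fell at all 3 time points. Some of the 13 share a description and are not independent, and both list and pool come from probes that the paper lists as changed. A separate set of samples would be needed to tell time of day from 8 h of low K.

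Pyruvate decarboxylases and the alcohol dehydrogenases CUST_5247 and CUST_2997 were lower than at 0 h at all 3 time points. The move to new solution at 0 h, as an oxygen effect, was examined with the 2 probes of the low-oxygen list that the paper does not name, both hemoglobins. The planned comparison with random lists was not made, because the paper names 9 of the 11 probes of the list. The list may lack probes, since S4 Table was read only in part. Of the 2 hemoglobins 1 lay below 0 h at all 3 time points, CUST_178 with -1.52, -1.15 and -2.62, and CUST_57687 lay above it with 0.64, 1.03 and 1.51. Among the listed probes that the paper names, the sucrose synthases rose at 72 h by 3.79, 3.39 and 1.87, which goes against a common fall of the list. CUST_7632, described as a short-chain alcohol dehydrogenase, and CUST_45329, described as alcohol dehydrogenase-like 7, rose by 1.16 and 1.56. Both entered the list by the words of their description, and whether they take part in fermentation was not tested. The listed probes that the paper names were picked by it for their changes. With 2 other probes going both ways the effect of the move and that of low K cannot be told apart, and sampling without a change of solution was not part of the arrays.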
